# Depletion of CD11c^+^ cells in the CD11c.DTR model drives expansion of unique CD64^+^ Ly6C^+^ monocytes that are poised to release TNF-α

**DOI:** 10.1002/eji.201545789

**Published:** 2015-11-30

**Authors:** Shivajanani Sivakumaran, Stephen Henderson, Sophie Ward, Pedro Santos E Sousa, Teresa Manzo, Lei Zhang, Thomas Conlan, Terry K Means, Maud D'Aveni, Olivier Hermine, Marie-Thérèse Rubio, Ronjon Chakraverty, Clare L Bennett

**Keywords:** CD11c.DTR, Dendritic cells, Depletion, Diphtheria toxin receptor (DTR), Monocytes, Monocytosis

## Abstract

Dendritic cells (DCs) play a vital role in innate and adaptive immunities. Inducible depletion of CD11c^+^ DCs engineered to express a high-affinity diphtheria toxin receptor has been a powerful tool to dissect DC function in vivo. However, despite reports showing that loss of DCs induces transient monocytosis, the monocyte population that emerges and the potential impact of monocytes on studies of DC function have not been investigated. We found that depletion of CD11c^+^ cells from CD11c.DTR mice induced the expansion of a variant CD64^+^ Ly6C^+^ monocyte population in the spleen and blood that was distinct from conventional monocytes. Expansion of CD64^+^ Ly6C^+^ monocytes was independent of mobilization from the BM via CCR2 but required the cytokine, G-CSF. Indeed, this population was also expanded upon exposure to exogenous G-CSF in the absence of DC depletion. CD64^+^ Ly6C^+^ monocytes were characterized by upregulation of innate signaling apparatus despite the absence of inflammation, and an increased capacity to produce TNF-α following LPS stimulation. Thus, depletion of CD11c^+^ cells induces expansion of a unique CD64^+^ Ly6C^+^ monocyte population poised to synthesize TNF-α. This finding will require consideration in experiments using depletion strategies to test the role of CD11c^+^ DCs in immunity.

## Introduction

Dendritic cells (DCs) play a vital role in the activation and control of cellular immunity. Much of our understanding of the requirement for DCs in regulating immunity has come from in vivo models of DC depletion in which different DC populations are engineered to express a high-affinity diphtheria toxin (DT) receptor (DTR), and can be inducibly and transiently depleted in vivo upon injection of DT 1,2. Inducible cell ablation is a powerful tool to understand the role of a population of cells in vivo. However, it is important that conclusions made regarding the physiological functions of DCs following experimental depletion are also informed by the impact that depletion has upon other cells in the immune system.

Bone marrow (BM) derived circulating monocytes can be divided into two populations, which are distinguished in mice by expression of the glycoprotein Ly6C 3,4. “Nonclassical” Ly6C^neg^ monocytes patrol endothelial vessels in the steady state and are positioned to initiate a rapid response to infection 5. “Classical” or “inflammatory” Ly6C^+^ monocytes are released from the BM via ligation of the chemokine receptor CCR2 6–8. The recent identification of a common monocyte progenitor (cMoP) 9 and lineage-tracing studies suggest a linear model in which cMoPs give rise to Ly6C^+^ cells, which in turn seed the Ly6C^neg^ pool 4,10. Activation of Ly6C^+^ monocytes results in the upregulation of molecules associated with macrophage and DC function, and classical monocytes were long thought to function as a pool of rapid reactionary cells capable of augmenting tissue DCs and macrophages during inflammation 11–14. However, a number of recent studies have now demonstrated that Ly6C^+^ monocytes directly participate in innate and adaptive immunities 15–18, and in the absence of infection, monocytes extravasate into tissues and may contribute to immunosurveillance of peripheral antigens 19,20. Migration across the vascular endothelium into tissue is sufficient to induce upregulation of molecules such as the high-affinity IgG receptor FcγRI (CD64), and is linked to transition toward a more activated and/or differentiated cell type 20,21.

The relative proportion of monocytes within the steady-state mononuclear phagocyte system (MPS) is finely controlled by serum levels of myeloid growth factors such as M-CSF, G-CSF, and fms-like tyrosine kinase receptor-3 (ligand, Flt3(L)) 22. This balance has been exemplified in studies using the constitutive and transient depletion of DCs. CD11c.DTA mice that are born lacking DCs develop a myeloproliferative syndrome by 3 months of age due to enhanced extramedullary hematopoiesis in the spleen resulting in accumulation of CD115^+^ monocytes 23. Homeostasis of DC populations depends on signaling via Flt3, and removal of DCs results in increased serum levels of Flt3(L) 23–25. The increase in Flt3(L) drives myeloproliferation in DC-deficient animals, due to the direct stimulation of myeloid progenitors in the spleen 23. Similarly, transient loss of DCs from DC-specific DTR mice also induces monocytosis 2,23,26–28. However, despite reports of enhanced numbers of monocytes in DC-depleted mice the immune characteristics of these cells have not been investigated.

In this study, we find that transient depletion of CD11c^+^ cells from CD11c.DTR mice results in the CCR2-independent, G-CSF-dependent expansion of a novel CD64^+^ Ly6C^+^ monocyte population in the spleen that is transcriptionally distinct from both Ly6C^+^ and Ly6C^neg^ monocytes. This variant monocyte population is poised to release TNF-α on stimulation with LPS, and has the potential to mediate inflammatory immunity in the absence of DCs.

## Results

### Depletion of CD11c^+^ cells leads to expansion of a distinct population of CD64^+^ Ly6C^+^ monocytes

To investigate the effect of depletion of CD11c^+^ DCs on the MPS, we injected CD11c.DTR/EGFP mice with a single dose of DT or PBS, and analyzed myeloid cells in the spleen 48 h later. Supporting Information Figure 1 shows that CD11c^high^ GFP^+^ DCs are efficiently ablated from the spleen in this model, along with CD11b^+^F4/80^+^Ly6C^low^ macrophages as has been previously reported 28,29. Other nonmyeloid immune populations were not affected (Supporting Information Fig. 1C). Analysis of splenocytes from DT-treated recipients demonstrated that depletion of CD11c^+^ cells resulted in the expansion of two populations of granular side scatter (SSC)^int to high^ CD11b^+^ myeloid cells, in accord with published data 26,30,31, that differentially expressed Ly6C (Fig. 1A). Further, flow cytometric analyzes defined SSC^int^ cells as Ly6C^high^CD115^high^ classical monocyte-like cells (referred to as Ly6C^+^ monocytes). The second SSC^high^ population was designated CD11b^+^Ly6C^+^CD115^int^ neutrophils, which were further defined by expression of Ly6G (Fig. 1A and B). Staining with Ly6G also highlighted the presence of an uncharacterized population of Ly6G^neg^ Ly6C^int^ cells in DT-treated mice (Fig. 1A). Kinetic analyzes demonstrated that the increase in splenic Ly6C^+^ monocytes peaked 2 days after the injection of DT and decreased by day 4 (Fig. 1C). We also observed a concurrent peak in the number of splenic neutrophils (Supporting Information Fig. 2A). However, in the blood and BM, monocytes continued to expand over the course of the experiment (Fig. 1D). By contrast, the frequency of neutrophils rapidly increased in the blood and BM 1 day after treatment. This increase was not matched by a change in the numbers of BM neutrophils, possibly due to small differences in the frequency of BM neutrophils in the context of other changing cell populations (Supporting Information Fig. 2B). The increases in splenic monocytes and neutrophils were also confirmed by analyzing expansion of CD11b^+^Ly6C^+^ and Ly6G^+^ cells, respectively, 48 h after the injection of PBS or DT (Supporting Information Fig. 2C). To confirm that expansion of Ly6C^+^ cells was dependent on depletion of CD11c-expressing cells, we injected DT into both wild-type (WT) C57BL/6 mice and Langerin.DTR mice, the latter another DTR expressing strain, and analyzed the expansion of Ly6C^+^ cells in the spleen 48 h later. Ly6C^+^ cells did not expand in the spleen or epidermis of either DT-treated WT or Langerin.DTR mice (Supporting Information Fig. 2D). Together, these data suggest that the loss of CD11c^+^ cells drives expansion of monocytes and neutrophils in the spleen of CD11c.DTR mice. These observations agree with other published studies that have reported monocytosis and neutrophilia after depletion of DCs in other, more specific, models of DC depletion 27,28,31,32. In particular, depletion of DCs, but not macrophages, results in monocytosis in zDC.DTR mice 27. Therefore, together these studies strongly suggest that the loss of DCs is sufficient to drive expansion of myeloid cells in these mice.

**Figure 1:**
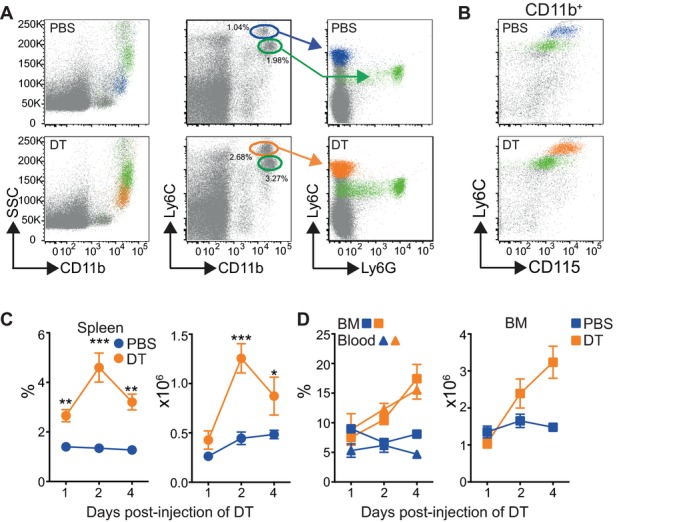
Expansion of Ly6C^+^ monocytes following depletion of CD11c^+^ cells. CD11c.DTR mice were injected with PBS or DT and analyzed 48 h later. (A) Representative dot plots showing the expansion of monocytes (blue and orange) and neutrophils (green) in the spleens of PBS- and DT-injected CD11c.DTR mice. Dot plots are pregated on live single cells. Dot plots on the far right show expression of Ly6C and Ly6G by CD11b^+^Ly6C^high^ (blue and orange) and CD11b^+^Ly6C^int^ (green) gated cells overlaid on live cells. (B) Representative dot plots showing expression of CD115 and Ly6C by gated CD11b^+^Ly6C^high^ (blue and orange) or Ly6C^int^ (green) cells. Plots are representative of more than three independent experiments. (C) Graphs show the percentage ± SEM (left) and number ± SEM (right) of CD11b^+^Ly6C^high^ monocytes in the spleen of PBS-treated (blue) and DTR-treated (orange) recipients at different times post injection of DT. Two-way ANOVA with multiple comparisons (*) PBS versus DT on day 2 *p* < 0.0001. Data are pooled from multiple independent experiments: day 1 PBS/DT *n* = 6, day 2 PBS/DT *n* = 26/24, day 4 PBS/DT *n* = 6. (D) Left: graph showing the frequency ± SEM of monocytes in the blood and BM of PBS-treated (blue triangles and squares) and DT-treated (orange triangles and squares) recipients. Two-way ANOVA with multiple comparisons (*) day 2 BM and blood *p* = 0.0016 and *p* = 0.0012, respectively, day 4 *p* < 0.0001 for both. Right: graph showing the number ± SEM of monocytes in the BM from the femurs and tibias of one back leg. Two-way ANOVA with multiple comparisons (*) *p* = 0.0015 on day 4. Data are pooled from multiple independent experiments: days 1 and 4 PBS/DT *n* = 6, day 2 BM PBS/DT *n* = 14/12, blood PBS/DT *n* = 12.

To compare monocytes from PBS- or DT-injected mice, we initially examined the cells by microscopy. Ly6C^+^ monocytes in DT-injected mice were more vacuolated than monocytes from PBS-injected controls, suggesting that the depletion of DCs results in the expansion of a more differentiated cell (Fig. 2A). Therefore, we analyzed features associated with monocyte differentiation in vivo. Figure 2B shows that Ly6C^+^ monocytes from DT-injected mice were more granular (increased SSC) than cells from control mice. Both populations expressed low-to-negative levels of CD11c, MHC II, and F4/80 as described for Ly6C^+^ monocytes 33, although F4/80 was slightly increased on monocytes from DT-treated mice compared with isotype controls. However, the IgG receptor FcγRI (CD64) was expressed in both groups and the level of expression was doubled on DT-Ly6C^+^ cells (Fig. 2C, mean expression on PBS cells = 897.4 ± 59.38 (SEM) compared with 1805 ±108.8 on DT-Ly6C^+^ cells). Circulating Ly6C^+^ cells in the blood of DT-injected mice also expressed higher levels of CD64 than PBS-treated controls (Fig. 2D), but these levels were lower than on Ly6C^+^ monocytes in the spleen (Fig. 2E). Injection of DT did not lead to an increase in tissue monocytes, which expressed the highest levels of CD64 as previously reported (Supporting Information Fig. 3) 20. Collectively, our data demonstrate that the depletion of DCs results in the accumulation of a distinct population of CD64^+^ Ly6C^+^ cells.

**Figure 2:**
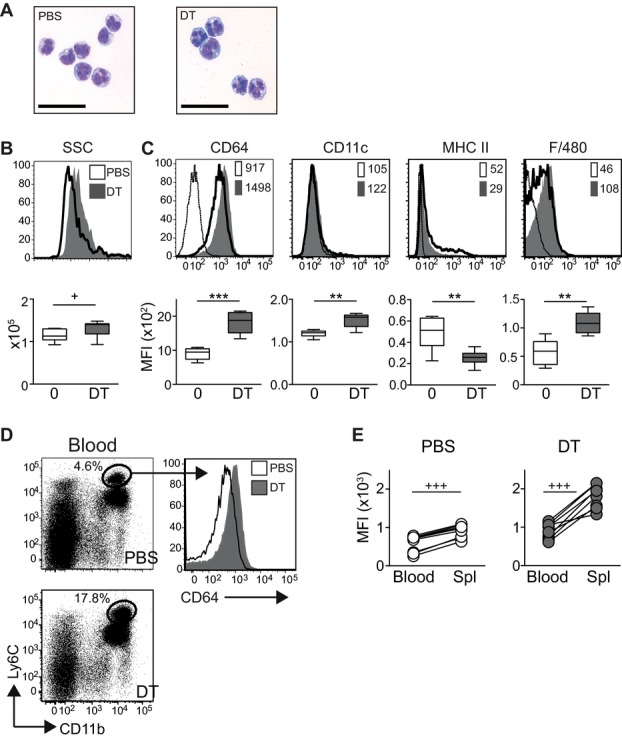
DT-Ly6C^+^ monocytes express CD64. (A) Photomicrographs show Giemsa-stained cytospins of sorted CD11b^+^Ly6C^high^CD115^high^ cells from PBS- and DT-treated mice, bars = 100 μM. (B) Representative histograms (top) and graph (bottom) showing SSC of CD11b^+^Ly6C^high^CD115^high^ monocytes from PBS-treated (white) or DT-treated (gray) mice. Graph shows SSC ± SEM from PBS-treated (*n* = 15) and DT-treated (*n* = 13) mice. Data are pooled from four independent experiments: PBS versus DT *p* = 0.0186. (C) Top: representative histograms showing expression of labeled surface markers on CD11b^+^Ly6C^high^ or CD11b^+^Ly6C^high^CD115^high^ monocytes from PBS-treated (white) and DT-treated (gray) mice. Staining with the relevant isotype control is shown by the thin line. Numbers are the median fluorescence intensity (MFI). Bottom: Graphs show the MFI ± SEM for CD64, CD11c, MHC II, and F4/80 on monocytes gated as for the histograms (*n* = 8 or 6 for F4/80 expression). Horizontal lines mark the mean; data are pooled from three independent experiments: CD64 PBS versus DT *p* = 0.0002, CD11c *p* = 0.0014, MHC II *p* = 0.0070, F4/80 *p* = 0.0043. (D) Left: representative dot plots showing the frequency of gated live cells in the blood of CD11c.DTR mice injected with DT 48 h earlier. Right: histograms showing expression of CD64 by CD11b^+^Ly6C^high^ monocytes from PBS-treated (white) and DT-treated (gray) mice. (E) Paired line graphs showing the median fluorescent intensity of CD64 on CD11b^+^Ly6C^high^ monocytes from the blood and spleens of PBS- and DT-treated mice. Data are pooled from three independent experiments, *n* = 8. Student's paired *t*-test in both PBS- and DT-treated animals, *p* < 0.0001. Statistical analyses for other experiments were carried out with a Student's unpaired *t*-test (+) or Mann–Whitney (*) as appropriate.

### DC depletion drives expansion of a tran-scriptionally distinct population of Ly6C^+^ monocytes

Ly6C^+^ MHC class II^+^ blood monocytes were recently identified that seed tissue monocyte populations in the steady state 19]. These cells upregulate CD64 and follow extravasation. Therefore, we examined the relationship between DT-Ly6C^+^ monocytes and other splenic and tissue monocyte populations in more detail. We sorted test and control cell populations to high purity and compared their transcriptional profiles by hybridization to an Affymetrix microarray. Specifically, we purified spleen lineage^neg^CD11b^+^CD115^high^Ly6C^high^ monocytes from DT- or PBS-injected CD11c.DTR mice, spleen lineage^neg^CD11b^+^CD115^high^Ly6C^neg^ monocytes, and BM cMoPs (lineage^neg^CD117^+^CD115^+^CD135^neg^Ly6C^+^CD11b^neg^) 9. 

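RNA of the sorted cells was hybridized to Affymetrix MoGene 2.0 arrays, which measure each gene by 1 or more sets of probes. The deposited values cover 17 arrays, namely 4 of DT-Ly6C+ monocytes, 4 of PBS-Ly6C+ monocytes, 3 of Ly6C neg monocytes, 3 of BM cMoPs, which are the committed monocyte precursors of the marrow, and 3 of spleen Ly6C high monocytes from G-CSF-treated mice. The Ly6C neg arrays are labeled as coming from PBS-injected mice, whereas the Figure 3 legend gives C57BL/6 mice. The authors processed the arrays with the oligo package and its RMA method, that is background correction, quantile normalization and a summary of each probe set on the log2 scale. The deposited log2 values had array medians between 5.31 and 5.53 and held no missing value. Precision is limited by the number of arrays. In the paper these values were then restricted to probe sets shared with an earlier array type and adjusted with ComBat together with Immgen arrays, and neither step nor the Immgen arrays were used here. The array names fall into a pair of series, called A and B here. Series A holds DT A1, PBS A1, the Ly6C neg and the cMoP arrays (8 arrays), and series B holds 3 DT, 3 PBS and the 3 G-CSF arrays (9 arrays). For each of 22180 genes the brightest probe set was taken, and groups were compared with limma with a term for the series, with p adjusted over all genes. Only the DT and PBS groups have arrays in both series, so these set the series term, and where PBS A1 differs from the PBS arrays of series B the term shifts the fitted differences that involve Ly6C neg, cMoP or G-CSF arrays away from the differences of the group means. The sort markers followed the labels in part. *Kit*, which encodes the CD117 used to sort cMoPs, had a level of 9.64 ± 0.27 (SD, n = 3) in cMoPs and 5.61 ± 0.47 (SD, n = 4) in DT-Ly6C+ monocytes, and *Ly6c2*, a gene of the Ly6C antigen, had 12.99 ± 0.05 (SD, n = 4) in DT-Ly6C+ and 8.11 ± 0.94 (SD, n = 3) in Ly6C neg monocytes. *Kit* was also high in the Ly6C neg arrays, at 9.14 ± 1.06 (SD, n = 3), and in the 3 PBS arrays of series B, at 10.98 ± 0.11 (SD, n = 3), but not in PBS A1, at 5.82. Over all genes PBS A1 lay with the DT arrays. Its correlation was 0.974 to 0.976 with the DT and 0.919 to 0.923 with the PBS arrays of series B. On an axis set to 0 at the mean PBS and 1 at the mean DT array of series B, over the genes called in series B, PBS A1 lay at 0.989 and DT A1 at 0.939. PBS A1 is kept in its labeled group throughout, and values without it are given beside those with it.

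**Figure D1:**
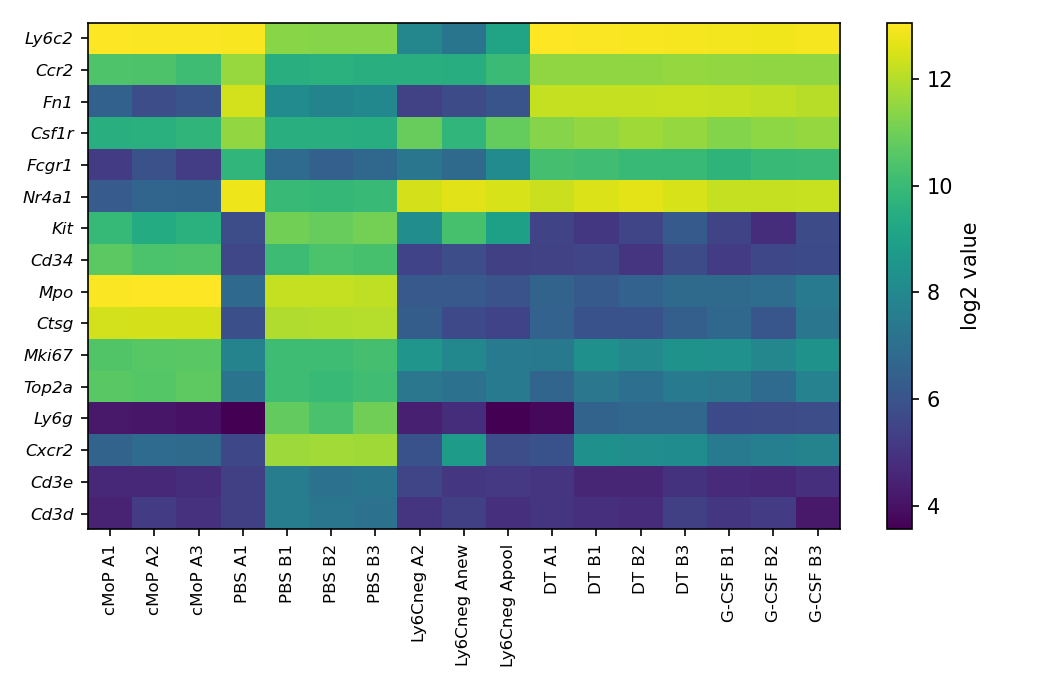
Heat map of the log2 value of 16 marker genes in each of the 17 arrays, grouped by sorted population (color scale, log2 value). PBS A1 carries the pattern of the DT arrays in *Kit*, *Mpo*, *Fn1* and *Nr4a1*, and the 3 PBS arrays of series B are the only ones with high *Ly6g* and *Cd3e*.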

All control populations were validated against publically available Immgen datasets (http://www.immgen.org, see materials and methods). 

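cMoPs, Ly6C neg monocytes and the Ly6C+ groups differed in many genes. *Mpo*, the myeloperoxidase of early granule formation, had a log2 level of 13.02 ± 0.03 (SD, n = 3) in cMoPs and 6.55 ± 0.24 (SD, n = 4) in DT-Ly6C+ monocytes, a fitted difference of -8.48 (standard error 0.84, adjusted p = 1.76e-06) from limma, or -6.473 with no series term, as the means give. *Elane* and *Ctsg*, which encode granule proteases, also fell (log2 differences of -7.67 and -8.34), whereas *Clec4a1*, a lectin receptor, rose by 8.29 and *Itgam*, which encodes CD11b, by 4.43. Of 21 measured stem and progenitor genes, 15 fell in DT-Ly6C+ monocytes against cMoPs, 0 rose and 6 did not pass the test (17 fell when adjusted over the list alone, camera adjusted p = 5.3e-11). With an estimated correlation the adjusted p was 0.0642. All 31 measured cell cycle genes fell (camera adjusted p = 5.92e-30). In total 5665 genes differed between DT-Ly6C+ monocytes and cMoPs (2629 higher in DT-Ly6C+) and 2398 between DT-Ly6C+ and Ly6C neg monocytes (1646 higher in DT-Ly6C+). Between cMoPs and PBS-Ly6C+ monocytes 4009 genes differed, and without PBS A1 1085 did. *Mpo*, *Elane* and *Ctsg* were higher in cMoPs than in PBS-Ly6C+ monocytes by 4.17, 4.23 and 4.12, calls that were lost without PBS A1 (log2 differences 0.78, 1.02 and 0.05) and with no series term (2.168, 2.395 and 1.988). The Euclidean distance of each array to the mean cMoP array, over all genes and after removal of the series effect, was 152.1 ± 19.38 (SD, n = 4) for DT-Ly6C+, 137 ± 1.04 (SD, n = 3) for Ly6C neg and 113.6 ± 13.9 (SD, n = 4) for PBS-Ly6C+ monocytes. The DT-Ly6C+ and PBS-Ly6C+ distances differed by 38.57 (exact two-sided permutation test, p = 0.0571 over 70 arrangements), and the DT-Ly6C+ and Ly6C neg distances by 15.12 (exact permutation test, p = 0.143 over 35 arrangements). After this removal DT A1 lay at 123.1 and PBS A1 at 134.2, nearer to each other than to the remaining arrays of their groups. For DT A1 this depends on the removal, which PBS A1 helps to set. Without it the DT arrays of series B lay at 130.4 to 131.7, nearer to DT A1 than PBS A1 was. With the series effect estimated again, the difference from PBS-Ly6C+ monocytes was 71.46 without DT A1 and 21.92 without PBS A1. Both had an exact permutation p = 0.0286, the smallest the test can give there. Without DT A1 the series effect rests on the PBS arrays alone, so the gap between PBS A1 and the other PBS arrays enters the 71.46. Within series A alone DT-Ly6C+ lay nearer to cMoPs, with differences of -11.16 from PBS-Ly6C+ and -13.93 from Ly6C neg monocytes, where DT and PBS have 1 array each. Without removal of the series effect the difference was 18.19 (exact permutation p = 0.143) from PBS-Ly6C+ and -7.843 (exact permutation p = 0.0286) from Ly6C neg monocytes.

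**Figure D2:**
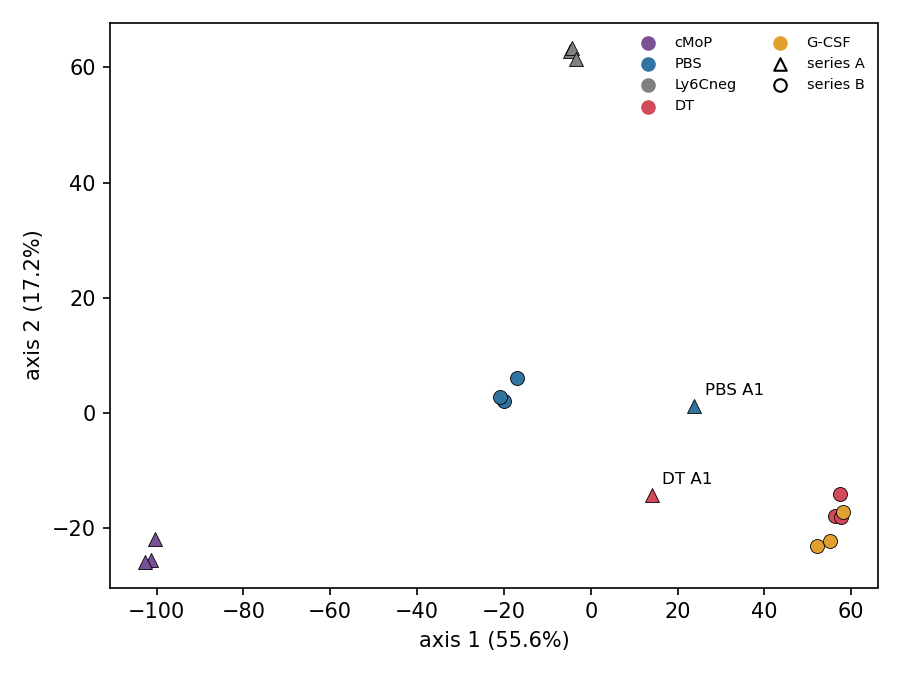
Classical multidimensional scaling of the 17 arrays from the same distances after removal of the series effect; each point is 1 array, colors mark the sorted populations and shapes the series. Axis 1 carries 55.6% and axis 2 17.2% of the squared distances, and PBS A1 and DT A1 lie apart from the other arrays of their groups. The removal of the series effect, which PBS A1 helps to set, adds to the gap of DT A1.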

Multidimensional scaling analysis, which offers a visual representation of the proximity of the datasets, demonstrated that DT-Ly6C^+^ monocytes were transcriptionally distinct from classical Ly6C^+^ and Ly6C^neg^ monocytes, and were more distant from precursor cells than both these populations, suggesting the development of a more differentiated cell type (Fig. 3A). To explore the lineage relationship between PBS- and DT-Ly6C^+^ monocytes further, we specifically analyzed the expression of a panel of genes that encode transcriptional factors implicated in monocyte differentiation 3,9. The heat map in Figure 3B shows the relative expression of the panel of genes by macrophage/DC precursors (MDPs), cMoPs, and Ly6C^+^ monocytes from PBS- and DT-treated mice. These data demonstrate that DT-Ly6C^+^ monocytes express transcription factors associated with monocyte differentiation at higher levels than the other cell populations, reinforcing the concept that the depletion of DCs drives the expansion of a highly differentiated monocyte population.

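Of the 16 genes shown in Figure 3B, all measured here, 12 rose in DT-Ly6C+ against PBS-Ly6C+ monocytes, 0 fell and 4 (*Tfec*, *Cebpa*, *Spi1*, *Ccr7*) did not pass the test (limma). *Klf4*, a factor of monocyte differentiation, had a log2 level of 10.47 ± 0.08 (SD, n = 4) in DT-Ly6C+ monocytes, 6.78 ± 0.22 (SD, n = 3) in the PBS arrays of series B, 10.70 in PBS A1 and 8.32 ± 0.07 (SD, n = 3) in cMoPs, a difference from PBS-Ly6C+ monocytes of 2.71 (standard error 0.45, adjusted p = 0.00125). *Nr4a1*, the factor on which Ly6C neg monocytes depend, differed by 1.83 (standard error 0.36, adjusted p = 0.00324), *Hes1*, a target of Notch signaling, by 1.29 (standard error 0.17, adjusted p = 0.000649), and *Fcgr1*, which encodes CD64, by 2.60 (standard error 0.39, adjusted p = 0.000722). *Spi1*, which encodes the myeloid factor PU.1, differed by 0.16 (standard error 0.10, adjusted p = 0.398), and *Cebpa* by 0.61 (standard error 0.20, adjusted p = 0.0584), or 0.86 without PBS A1 or DT A1 (adjusted p = 0.00466). The smallest called rise, that of *Cebpb* by 0.57 (adjusted p = 0.0239), was lost without DT B1, DT B2 or any PBS array of series B (adjusted p = 0.0595 to 0.0898), and that of *Slfn5* by 1.24 (adjusted p = 0.0125) without DT B1, DT B2 or PBS B1 (adjusted p = 0.0527 to 0.055). Against cMoPs 12 of the 16 genes rose and *Tfec* fell by 2.83, while *Irf8* (-0.05, adjusted p = 0.94), *Cebpa* and *Ccr7* did not pass the test. *Pparg* was no longer called against cMoPs without DT A1 (adjusted p = 0.0762). Against Ly6C neg monocytes, which Figure 3B does not show, 9 rose, *Ccr7* fell and 6 did not pass, among them *Nr4a1* (0.94, adjusted p = 0.317). Of the 9, *Tfec* was lost without DT A1 (adjusted p = 0.789), Ly6C neg Anew (adjusted p = 0.0743) or Ly6C neg Apool (adjusted p = 0.0969), *Cebpb* without PBS A1 (adjusted p = 0.0796), and *Spi1* without any 1 of cMoP A1, DT A1, DT B1, DT B2, the 3 Ly6C neg and the 4 PBS arrays (adjusted p = 0.0548 to 0.155). With no series term 3 of the 9, *Spi1*, *Irf8* and *Cx3cr1*, were not called (log2 differences 0.3532, 0.7217 and 1.045). The genes of Figure 3B were chosen by the study from published work on monocyte differentiation, and the MDPs it also shows were not used here. Of 25 measured genes of a separate list of monocyte transcription factors, 13 rose, 1 (*Egr1*) fell and 11 did not pass (16 rose and 1 fell when adjusted over the list alone), with a median difference of 0.59 (camera adjusted p = 2.46e-08, and adjusted p = 0.0503 with an estimated correlation). *Klf4*, *Irf4*, *Nr4a1* and *Batf3* rose the most. *Klf4* and *Nr4a1* are also immediate early genes, and of 26 such genes 9 rose, 1 fell and 16 did not pass (10 rose and 1 fell when adjusted over the list alone, median 0.37, camera adjusted p = 0.000488, and adjusted p = 0.194 with an estimated correlation). The PBS arrays of series B, against which these genes rose, also carried progenitor, neutrophil and T cell genes. Without PBS A1 15 of these 25 and 13 of the 16 rose, and PBS A1 itself lay nearer to the DT than to the PBS arrays of series B in 15 of the 16 genes. The paper takes these data to strengthen the concept that depletion of DCs drives the expansion of a highly differentiated monocyte population.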

**Figure 3:**
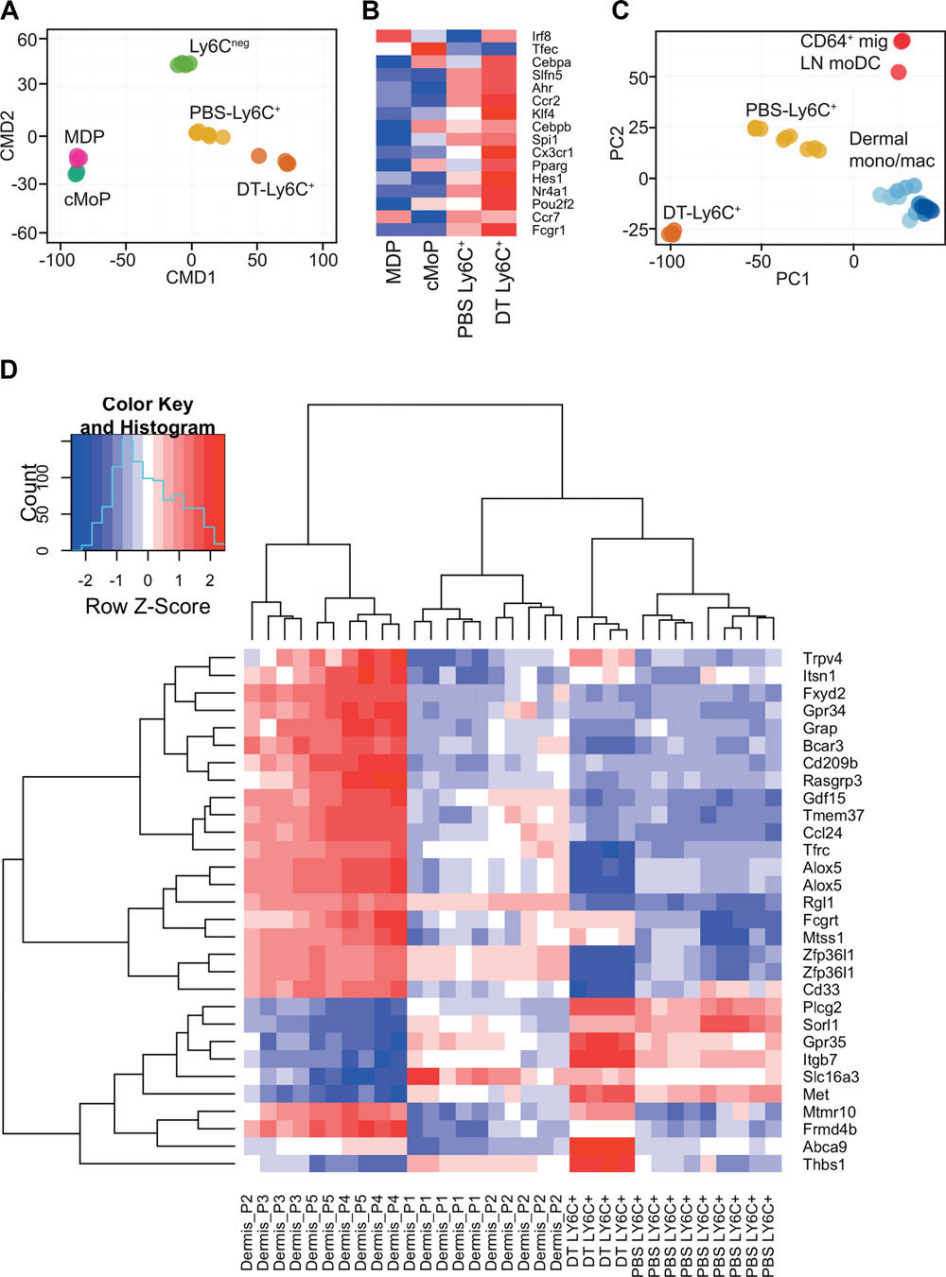
DT-Ly6C^+^ monocytes are transcriptionally distinct from blood and tissue monocyte populations. CD11c.DTR mice were injected with PBS or DT, and 48 h later splenic lineage^neg^CD11b^+^CD115^high^Ly6C^high^ monocytes were sorted to high purity and analyzed by hybridization to an Affymetrix microarray. We also sorted lineage^neg^CD11b^+^CD115^high^Ly6C^neg^ monocytes and BM cMoPs (lineage^neg^CD117^+^CD115^+^CD135^neg^Ly6C^+^CD11b^neg^) from C57BL/6 mice. (A) Multidimensional Scaling (MDS) comparing the transcriptional profile of DT-Ly6C^+^ cells to other precursors and monocyte populations (Immgen MDP *n* = 3, UCL cMoP *n* = 3, UCL PBS Ly6C^+^ *n* = 4, and Immgen (PBS) Ly6C^+^ *n* = 3, UCL Ly6C^neg^ *n* = 3, and Immgen *n* = 2). Each subset of cells was purified from at least two independent experiments and was derived from individual mice, or pooled from multiple mice. (B) Heat map comparing the relative expression of a panel of genes associated with monocyte differentiation in the different cell populations. (C) PCA of gene expression by DT- and PBS-Ly6C^+^ monocytes in comparison to published data for CD64^+^ migrating LN monocyte-derived DCs and dermal-cell subsets 20. Approximately, 45 and 13% of the variance within the expression data is orthogonal to PC1 and PC2, respectively (58% cumulative). (D) Heat map depicting the relative expression across all samples of the principal gene signature (PC1, Supporting Information Fig. 2D) that separates the dermal P1–P5 group. DT-Ly6C^+^ *n* = 4, PBS-Ly6C^+^ *n* = 9 (Immgen, UCL), P1–P5 20.

DT-Ly6C^+^ cells were transcriptionally distinct from classical splenic Ly6C^+^ monocytes and showed features linked to more advanced differentiation, therefore, we next queried whether they were instead more similar to tissue monocytes. Thus, we compared PBS- and DT-Ly6C^+^ cells with the CD24^neg^ dermal monocyte/macrophage populations and migrating LN CD64^+^ monocyte-derived DCs that can be distinguished on the basis of surface expression of CD64 and MHC Class II (P1–P5) as recently published by Tamoutounour et al. 20. The principal components analysis (PCA) shown in Figure 3C demonstrates that extravasation of Ly6C^+^ monocytes, and differentiation into tissue macrophages, results in the expression of a shared transcriptional profile that was not expressed by either PBS-Ly6C^+^ or DT-Ly6C^+^ monocytes from the spleen. However, DT-Ly6C^+^ monocytes were clearly also distinct from PBS-Ly6C^+^ monocytes according to both principal components 1 and 2. 

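Between DT-Ly6C+ and PBS-Ly6C+ monocytes limma called 2770 genes, of which 1497 rose and 1273 fell in DT-Ly6C+ monocytes. Among the largest rises in which the DT and PBS arrays did not overlap after removal of the series effect was that of *Ms4a4c* by 3.52 (standard error 0.57, adjusted p = 0.00103). Others were those of *Ace*, which encodes angiotensin-converting enzyme, by 3.27, *Msr1*, a scavenger receptor, by 3.12, and *Fabp4*, a carrier of fatty acids, by 2.86. PBS A1 helps to set that removal, so the lack of overlap does not show PBS A1 apart from the DT arrays. In series A, DT A1 lay above PBS A1 by 0.68 for *Ms4a4c*, 0.13 for *Ace*, 0.37 for *Msr1* and 1.39 for *Fabp4*. Before the removal the arrays can overlap. Among the largest falls of this kind were those of *Steap4* (log2 difference -4.34, standard error 0.63, adjusted p = 0.00068), *Mpo* (-4.30), *Muc13* (-4.25), *Kit*, the receptor of stem cell factor, and *Myb* and *Cd34*, which mark immature blood cells (-3.98 and -3.65). For these genes DT A1 minus PBS A1 lay between -0.44 (*Myb*) and -0.034 (*Muc13*). Of 21 measured stem and progenitor genes 15 fell and 0 rose (18 fell when adjusted over the list alone, median -1.76, camera adjusted p = 1.02e-16), and of 31 cell cycle genes 30 fell and 0 rose (30 over the list alone, median -1.68, camera adjusted p = 3.47e-29), among them *Top2a*, a topoisomerase of dividing cells (-2.25). Markers of other cells fell too, with 8 of 12 T cell genes (9 adjusted over the list alone, camera adjusted p = 1.65e-08), such as *Cd3e* (-2.04), and neutrophil genes such as *Chil1* (-3.22). With an estimated correlation the progenitor, cell cycle and T cell lists had adjusted p = 0.0503. The T cell count was 5 without DT B1, DT B2 or PBS B2. Among the Ly6C+ arrays the fallen genes named here were high in the PBS arrays of series B only. *Mpo* had a level of 12.20 ± 0.05 (SD, n = 3) there and 6.82 in PBS A1, and *Cd3e* 7.31 ± 0.23 (SD, n = 3) and 5.38, with 4.78 ± 0.23 (SD, n = 4) for *Cd3e* in DT-Ly6C+ monocytes. In series B alone 4683 genes differed, and in series A, with 1 array of each group, the difference of DT A1 and PBS A1 had the same sign in 45.1% of these genes, with a median size of 0.273 against 0.872 in series B. A difference in the effect of DT between the series rests on DT A1 and PBS A1 in series A, so it cannot be told apart from the position of PBS A1. Without PBS A1, or without DT A1, 4319 genes were called (2099 rose, 2220 fell), and without DT B1 1674, DT B2 1661, PBS B1 1811, PBS B2 1817 or PBS B3 1844. Leaving out either A1 array gives the same differences as series B alone, so these settings are not separate evidence.

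**Figure D3:**
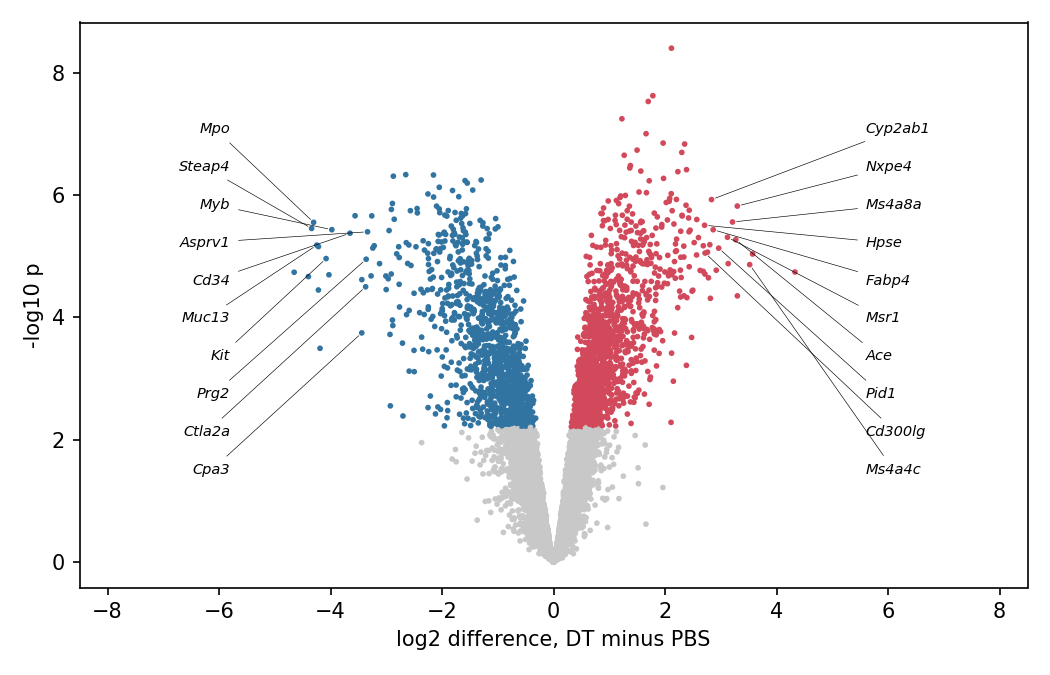
Log2 difference of DT-Ly6C+ minus PBS-Ly6C+ monocytes (horizontal axis) against the negative log10 of the unadjusted p from limma (vertical axis); each point is 1 of 22180 genes, red where it rose, blue where it fell and gray where it did not pass the test. The labeled genes are the 10 largest rises and the 10 largest falls among called genes with an established symbol in which the DT and PBS arrays do not overlap after removal of the series effect. PBS A1 helps to set that removal, so the rule does not show PBS A1 apart from the DT arrays.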

To focus more closely on the differences between the cell types, we examined the signatures that differentiate P1-P5 cells, again using PCA (Supporting Information Fig. 4). Then, using the strongest signature of difference within P1–P5 (the primary principal component PC1) we defined a gene signature that best distinguishes P1/2 from P3–P5. Using this signature, we plotted a heat map displaying this signature across P1-P5 and DT-Ly6C^+^ monocytes (Fig. 3D). The heat map shows that, despite increased expression of CD64, DT-Ly6C^+^ monocytes cluster as a true variant of Ly6C^+^ monocytes and both populations are transcriptionally distinct from cells that have exited the vasculature and entered the tissues. However, consistent with our phenotypic analyzes, DT-Ly6C^+^ monocytes are most similar to the P1/P2 cells of the dermal populations, that is, cells that have recently entered the skin. Of the signature genes that differentiate P1/2 dermal monocytes, DT-Ly6C^+^ cells have upregulated higher levels of expression of a number of genes associated with cell migration and angiogenesis (*Gpr35*, *Itgb7*, *Met*, *Thbs1* 34–37), but significantly downregulated *Cd33*, which has been shown to repress monocyte-derived pro-inflammatory cytokines 38. Thus, our phenotypic and transcriptional profiling data show that the depletion of DCs promotes the expansion of differentiated monocytes that have upregulated expression of CD64, but that remain transcriptionally distinct from tissue monocytes, and are a true variant of splenic classical Ly6C^+^ cells.

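*Thbs1*, which encodes the matrix protein thrombospondin 1, rose the most of the genes named here, with a log2 level of 11.80 ± 0.16 (SD, n = 4) in DT-Ly6C+ monocytes, 5.97 ± 0.60 (SD, n = 3) in the PBS arrays of series B and 11.98 in PBS A1, a difference of 4.33 (standard error 0.72, adjusted p = 0.0012) from limma. *Gpr35*, a G-protein-coupled receptor, rose by 1.34 (standard error 0.29, adjusted p = 0.00611), *Itgb7*, the integrin beta 7 chain, by 1.64 (standard error 0.27, adjusted p = 0.00103), and *Met*, the receptor of hepatocyte growth factor, by 1.56 (standard error 0.35, adjusted p = 0.00782). *Cd33* fell by 1.33 (standard error 0.36, adjusted p = 0.024), from 10.97 ± 0.19 (SD, n = 3) in the PBS arrays of series B to 9.14 ± 0.35 (SD, n = 4), with 8.98 in PBS A1. This call was lost without any 1 of the DT or PBS arrays of series B (adjusted p = 0.0684 to 0.0959). Of the 28 genes named in Figure 3D, 27 were measured here. Besides these 5, *Abca9*, *Trpv4*, *Fcgrt*, *Mtss1*, *Plcg2* and *Mtmr10* rose, *Tfrc* and *Sorl1* fell, and 14 did not pass the test (12 rose and 6 fell when adjusted over the panel alone). *Abca9*, a lipid transporter of the ABC family, rose by 3.57 (adjusted p = 0.000866), and the neonatal Fc receptor gene *Fcgrt* by 1.39 (adjusted p = 0.000654). The calls of *Plcg2* (adjusted p = 0.0185) and *Sorl1* (adjusted p = 0.0203) were lost without any 1 of the DT or PBS arrays of series B (adjusted p = 0.0507 to 0.076). PBS A1 lay nearer to the DT than to the PBS arrays of series B in 22 of the 27 genes, and without it, or without DT A1, 11 rose and 5 fell. The dermal populations from which the panel was drawn were not analysed here.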

### Expansion of Ly6C^+^ monocytes in DC-depleted mice does not require signaling via CCR2

Classical Ly6C^+^ monocytes differentiate from committed precursors in the BM before egress into the blood. Injection of DT increased the frequency of Ly6C^+^ monocytes in the BM, whereas the frequency of macrophage/DC precursors (MDPs) or cMoPs was unchanged (Fig. 1 and Supporting Information Fig. 5A). To determine whether splenic Ly6C^+^ monocytes were directly recruited from the BM, we initially analyzed the expansion of monocytes in mice lacking CCR2. In these mice, monocytes cannot efficiently leave the BM and *Ccr2*^−/−^ animals have decreased numbers of Ly6C^+^ monocytes in the circulation 7,39. Figure 4A shows that the injection of DT into *Ccr2^−^*^/−^.CD11c.DTR mice resulted in an expansion of splenic Ly6C^+^ monocytes to a similar extent as *Ccr2^+/+^*.CD11c.DTR controls (Fig. 4A: *Ccr2^+/+^*.CD11c.DTR PBS- compared to DT-injected mice = 2.1-fold mean increase in the frequency of CD11b^+^Ly6C^+^ monocytes; *Ccr2^−^*^/−^.CD11c.DTR PBS- versus DT-treated = 2.7-fold increase), despite a lack of circulating monocytes in the blood (Supporting Information Fig. 5B). To directly compare the contribution of cells that could or could not signal via CCR2 to monocytosis in DT-treated mice, we adopted a mixed chimera approach 39,40. CD11c.DTR.CD45.1 recipients were lethally irradiated and reconstituted with an equal mixture of BM cells isolated from *Ccr2*^−/−^.CD11c.DTR.CD45.2 or *Ccr2*^+/+^.CD11cDTR.CD45.1.2 donors. Eight weeks later, chimeras were injected with DT, and expansion of *Ccr2*^−/−^ (CD45.2) versus WT (CD45.1.2) CD11b^+^Ly6C^+^ monocytes compared in the blood and spleen (Fig. 4B). As expected, Ly6C^+^ monocytes derived from WT BM preferentially accumulated in the spleen of both PBS- and DT-treated chimeras, but with a significant contribution from *Ccr2^−/−^* cells reflecting the mix of blood-derived and extramedullary monocytes at this site 41. Figure 4C shows that DT treatment of mixed chimeras induced expansion of both WT and *Ccr2^−/−^* Ly6C^+^ monocytes in the spleen (2.9-fold increase in WT cells on injection of DT compared with 1.9-fold increase in *Ccr2*^−/−^ cells). Together, these data show that the depletion of DCs results in the CCR2-independent expansion of some Ly6C^+^ monocytes in the spleen, suggesting that these cells are not recruited from the BM.

**Figure 4:**
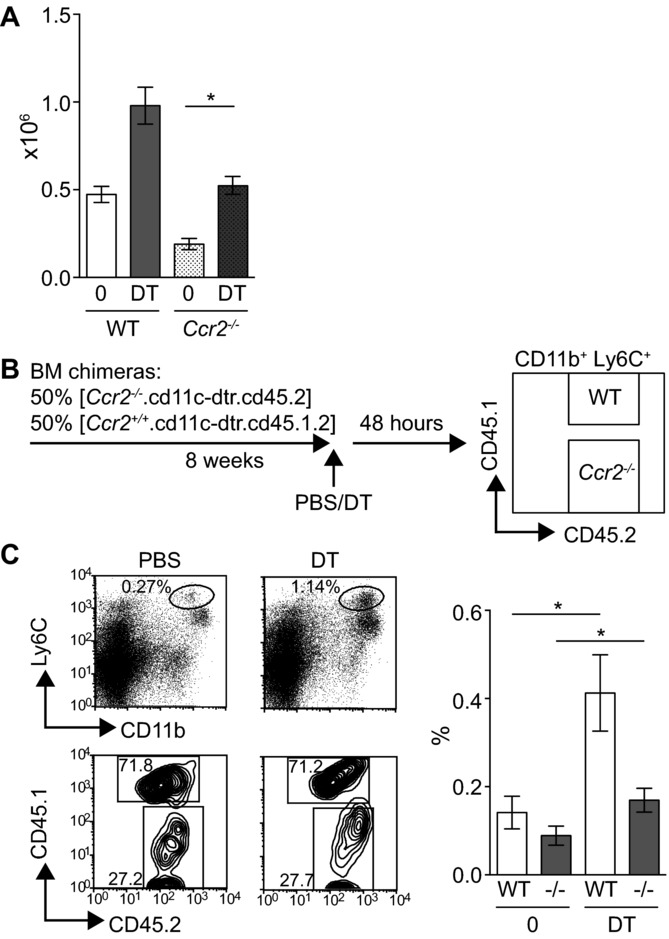
CCR2-independent expansion of DT-Ly6C^+^ monocytes in vivo. (A) CD11c.DTR.Ccr2^−/−^ mice or CD11c.DTR controls were injected with PBS (*n* = 3–4) or DT (*n* = 2–4) and the expansion of monocytes analyzed in the spleen 48 h later. Graph shows the number of CD11b^+^Ly6C^+^ cells ± SEM, PBS versus DT in CD11c.DTR.Ccr2^−/−^ mice *p* = 0.029. Data are pooled from three independent experiments. (B) Schematic diagram describing the competitive chimera experiments. (C) Left: representative flow cytometry plots showing CD11b^+^Ly6C^+^ monocytes in pregated bulk splenic CD45.2^+^ hematopoietic cells from PBS- or DT-treated chimeras, and the percentage of WT (CD45.1^+^CD45.2^+^) or Ccr2^−/−^ (CD45.2^+^) cells in the monocyte gate. Right: graph shows the frequency of WT or Ccr2^−/−^ CD11b^+^Ly6C^+^ cells in the spleens of PBS- or DT-treated chimeras; PBS-treated (*n* = 6) and DT-treated (*n* = 6) mice. WT cells PBS versus DT *p* = 0.0260, Ccr2^−/−^ cells *p* = 0.0411. Data are pooled from two independent experiments. Statistical analyses were carried out with a Mann–Whitney *U* test.

### Depletion of DC results in the G-CSF-dependent expansion of Ly6C^+^ monocytes

It has been previously reported that the depletion of DCs results in increased serum levels of G-CSF 26,31. To test whether G-CSF was required for the expansion of monocytes in DC-depleted mice, we injected CD11c.DTR mice with αG-CSF neutralizing antibodies prior to injection of PBS or DT. Figure 5A and B demonstrates that endogenous G-CSF was required for the expansion of DT-Ly6C^+^ monocytes and Ly6G^+^ neutrophils in the spleen of DC-depleted mice. Consistent with the hypothesis that an increase in serum growth factors promotes the expansion of splenic monocytes in DC-depleted animals 23, subcutaneous treatment of non-DC-depleted WT mice with exogenous G-CSF also mobilized splenic monocytes and neutrophils but did not lead to an increase in the numbers of these cells in the BM (Fig. 5C; number of CD11b^+^Ly6C^high^Ly6G^neg^ monocytes in the BM of PBS-treated mice = 1.28 × 10^6^ ± 0.1376 × 10^6^ (SEM) compared with 0.89 × 10^6^ ± 0.09712 × 10^6^ in G-CSF-treated mice, *n* = 8 mice per group in two independent experiments). 

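Ly6C high monocytes of G-CSF-treated mice, which the array labels describe as induced by Flt3L and G-CSF, differed from PBS-Ly6C+ monocytes in 2772 genes (1393 rose, 1379 fell; limma, 3 G-CSF arrays of series B against 4 PBS arrays). *Thbs1* rose by 4.92 (standard error 0.80, adjusted p = 0.00103), *Ms4a4c* by 3.86, *Ms4a8a* by 3.81 and *Nxpe4* by 3.68. *Steap4* fell by 5.49 and *Prok2*, a chemokine-like peptide, fell by 5.13. The paper describes the G-CSF mice as wild-type, injected under the skin for several days, with PBS vehicle controls that have no array here. The PBS-Ly6C+ and DT-Ly6C+ monocytes came from CD11c.DTR mice after an injection of PBS or DT. Strain and treatment schedule thus differ between the groups, so the 2772 genes cannot be assigned to G-CSF alone. The comparison of G-CSF-Ly6C+ with DT-Ly6C+ monocytes holds the same differences. Of the 1497 genes that rose in DT-Ly6C+ monocytes, 1038 also rose after G-CSF, and of the 1273 that fell 1019 also fell, where 94 and 79.1 would if the contrasts were independent; 0 genes were called in opposite directions. Both contrasts use the same PBS-Ly6C+ arrays, so they are not independent. The PBS arrays of series B also carried progenitor, neutrophil and T cell genes, which enter both contrasts and add to the overlap. Across genes, which are not independent replicates, the log2 differences of the contrasts had Pearson's r = 0.91, against 0.448 (0.425 to 0.474) for 100 simulated groups with no change set against the same PBS arrays, and a mean r of 0.748 over 6 ways of giving each contrast PBS arrays of its own. The covariance was 0.2386, against 0.02087 in the simulations. The simulated groups hold noise alone and not the progenitor, neutrophil and T cell genes of the PBS arrays. Their r and covariance are therefore no yardstick for these contrasts. Each of these 6 ways still leaves PBS arrays of series B in both contrasts. Directly compared, G-CSF-Ly6C+ and DT-Ly6C+ monocytes differed in 0 genes by limma at an adjusted p under 0.05 (lowest adjusted p = 0.109), with 1337 genes at an unadjusted p under 0.05, where chance gives 1109. limma with array weights called 6 genes, and the series B arrays alone 8, with *Jchain*, which encodes the immunoglobulin joining chain, *Camp* and *Ltf*, granule proteins of neutrophils, and *Cd36* lower and *C1qb*, *Nt5dc2*, *Cd81* and *Shtn1* higher after G-CSF. Without DT A1 or PBS A1 14 were called, without G-CSF B3 4 (*Ccl5*, *Vcan*, *Olfr1015* and *Shtn1*), and without 1 Ly6C neg array, A2, *Camp* alone. These genes were chosen after their values were seen. Of 34 gene lists camera called 6 lower and 0 higher after G-CSF than after DT, and 0 with an estimated correlation. As a set, 24 neutrophil genes were lower after G-CSF than after DT with a median of -0.46 (camera adjusted p = 5.19e-07, and adjusted p = 0.625 with an estimated correlation, or a median of -0.06139 and no call with no series term), and 17 genes of cholesterol synthesis with a median of -0.21 (camera adjusted p = 8.62e-06, and adjusted p = 0.162 with an estimated correlation). In series B alone these medians were -0.1917 and -0.2314. Other lists moved both ways there, such as interferon-stimulated genes (-0.2734) and complement genes (0.2305). Against PBS-Ly6C+ monocytes the G-CSF count depended on the PBS arrays, at 4197 without PBS A1 or DT A1, 1785 without PBS B1, 1804 without PBS B2, 1809 without PBS B3 and 17 with only the G-CSF and PBS arrays in the model.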

Ly6C^high^ monocytes isolated from the spleens of G-CSF-treated mice were transcriptionally indistinguishable from DT-Ly6C^+^ monocytes, when comparing a panel of genes with the topmost significant expression differences between PBS- and DT-Ly6C^+^ cells (Fig. 5D).

**Figure 5:**
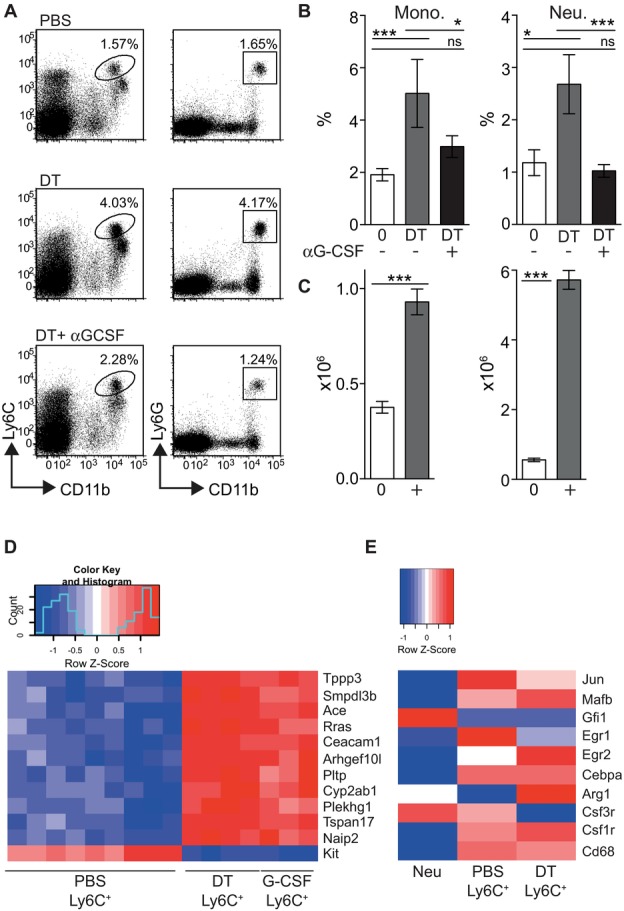
DC-dependent monocytosis requires G-CSF. (A) CD11c.DTR mice were injected with αG-CSF or control prior to the depletion of DCs and analyzed 48 h later. Representative dot plots showing the frequency of gated monocytes or neutrophils in the spleen. Dot plots are pregated on live single cells. (B) Graphs showing the percentage ± SEM of CD11b^+^Ly6C^high^ monocytes (top) or CD11b^+^Ly6G^+^ neutrophils (bottom) in the spleen and blood of PBS-treated (*n* = 8), DT + control-treated (*n* = 9), and DT +  αG-CSF-treated groups (*n* = 12). Splenic monocytes PBS versus DT *p* < 0.001, DT versus DT +  αG-CSF *p* = 0.033, PBS versus DT +  αG-CSF *p* = 0.132; splenic neutrophils PBS versus DT *p* = 0.028, DT versus DT +  αG-CSF *p* < 0.001, PBS versus DT +  αG-CSF *p* = 0.296; ns = not significant. Data are pooled from three independent experiments. (C) WT mice were injected s.c. with PBS (0) or G-CSF (+) for 5 days. Graphs show the number ± SEM of CD11b^+^Ly6C^+^ monocytes (left) and CD11b^+^Ly6G^+^ neutrophils (right) in the spleens of treated or control mice. Cells were gated from plots equivalent to those shown in Figure 1A. Monocytes and neutrophils PBS versus G-CSF *p* < 0.0001. Statistical analyses were carried out with a Mann–Whitney *U* test. (D) Splenic lineage^neg^CD11b^+^Ly6C^+^ monocytes were purified from mice treated with G-CSF (G-CSF-Ly6C^+^ cells). A representative panel of the 12 most significant expression differences between PBS Ly6C^+^ and DT Ly6C^+^ monocytes was elected using the limma procedure. The heat map shows that the G-CSF Ly6C^+^ samples show a strongly similar expression pattern to DT Ly6C^+^ according to these genes: PBS-Ly6C^+^ *n* = 9, DT-Ly6C^+^ *n* = 4, G-CSF-Ly6C^+^ *n* = 3. (E) Heat map showing differential *Z*-scored expression of a neutrophil/monocyte gene panel in the three sets of samples: Neu (*n* = 4), PBS Ly6C^+^ (*n* = 9), and DT Ly6C^+^ (*n* = 4). The gene expression profile for neutrophils was obtained from the Immgen database.

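All 12 genes of Figure 5D were measured here. The same 11 rose and *Kit* fell in DT-Ly6C+ and in G-CSF-Ly6C+ monocytes against PBS-Ly6C+ monocytes (limma). *Ace* had a log2 level of 10.84 ± 0.11 (SD, n = 4) in DT-Ly6C+, 10.63 ± 0.34 (SD, n = 3) in G-CSF-Ly6C+ and 6.56 ± 0.17 (SD, n = 3) in the PBS arrays of series B. *Tppp3*, a tubulin-binding protein, had 10.17 ± 0.19 (SD, n = 4), 10.01 ± 0.17 (SD, n = 3) and 7.11 ± 0.15 (SD, n = 3), and *Naip2*, a sensor of bacterial proteins, 9.69 ± 0.12 (SD, n = 4), 9.62 ± 0.14 (SD, n = 3) and 7.96 ± 0.02 (SD, n = 3). Over the 11 genes the rise ranged from 1.29 (*Ceacam1*) to 3.27 (*Ace*) in DT-Ly6C+ and from 1.35 (*Arhgef10l*) to 3.55 (*Ace*) in G-CSF-Ly6C+ monocytes. *Kit* fell by 4.08 (standard error 0.65, adjusted p = 0.00094) and fell by 5.01 (standard error 0.72, adjusted p = 0.000548). Between G-CSF-Ly6C+ and DT-Ly6C+ monocytes none of the 12 passed the test. The fitted differences of the 11 genes lay between -0.19 (*Smpdl3b*) and 0.28 (*Ace*, standard error 0.55, adjusted p = 0.986) and that of *Kit* was -0.93 (standard error 0.72, adjusted p = 0.913), so differences of the size of their standard errors could not be seen. In series B alone, where no series term enters, 10 of the 11 were negative, from -0.4913 (*Plekhg1*) to 0.04349 (*Ceacam1*), and *Kit* was at -0.3026, none of them called. The study chose this panel on these arrays as the most significant differences, so their direction is not independent evidence. PBS A1 lay nearer to the DT than to the PBS arrays of series B in all 12 genes, at 10.61 for *Ace*, 9.64 for *Tppp3* and 5.82 for *Kit*. Without PBS A1 the same 11 genes rose and *Kit* fell. When compared over this panel, the paper states, monocytes of G-CSF-treated mice cannot be told from DT-Ly6C+ monocytes.

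**Figure D4:**
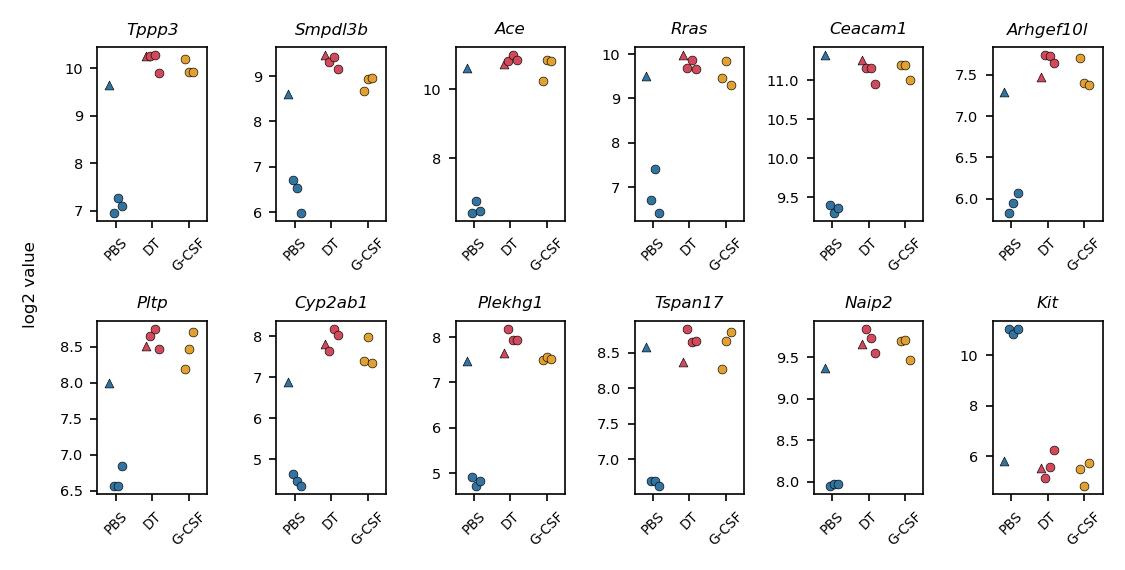
Log2 level of each of the 12 genes of Figure 5D in the PBS, DT and G-CSF arrays; each point is 1 array, as a triangle for series A and a circle for series B. In 11 genes the 4 DT and 3 G-CSF arrays and PBS A1 lie above the 3 PBS arrays of series B, and in *Kit* below them.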

It has been recently shown that murine neutrophils can transdifferentiate into monocytes in vivo 42,43. Therefore, we questioned whether DT-Ly6C^+^ monocytes were differentiating from the enlarged neutrophil population in DC-depleted mice. To address this question, we analyzed the expression profile of a panel of signature neutrophil- and monocyte-associated genes in DT-Ly6C^+^ monocytes 43. The heat map in Figure 5E shows that DT-Ly6C^+^ cells expressed a gene signature consistent with monocytic cells (e.g., *mafB*, *csf1r*), and did not express neutrophil-associated genes (e.g., *gfi1*). 

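*Csf1r*, the receptor of M-CSF and a marker of monocytes, rose in DT-Ly6C+ monocytes by 1.53 (standard error 0.30, adjusted p = 0.00369) from limma, to a log2 level of 11.53 ± 0.15 (SD, n = 4) from 9.50 ± 0.02 (SD, n = 3) in the PBS arrays of series B. *Cd68*, a protein of macrophage lysosomes, rose by 0.95 (standard error 0.17, adjusted p = 0.00199). *Gfi1*, a transcriptional repressor of granulocytes, had 6.32 ± 0.35 (SD, n = 3) in the PBS arrays of series B and 5.51 in PBS A1, and differed in DT-Ly6C+ monocytes by -0.62 (standard error 0.20, adjusted p = 0.0608), or -0.90 (adjusted p = 0.00256) without PBS A1. Of the 10 genes of Figure 5E, 9 were measured here. *Egr1* fell by 1.41 (adjusted p = 0.00522) and *Csf3r* fell as well, and *Jun* (-0.14), *Egr2* (-0.04), *Cebpa* and *Arg1* (-0.04) did not pass the test. The mean level of 24 neutrophil genes was 10.48 in the PBS arrays of series B, which thus carried these genes, 7.611 in PBS A1, 8.013 in DT A1 and 8.636 in all DT arrays. Against all PBS arrays 0 rose, 6 fell and 18 did not pass (13 fell when adjusted over the list alone, median -0.75). Their camera adjusted p was 1.44e-08, or adjusted p = 0.116 with an estimated correlation. *Ly6g*, which encodes the antigen used to gate neutrophils, fell by 2.97 (adjusted p = 0.00139), with levels of 5.95 ± 1.45 (SD, n = 4) in DT-Ly6C+ monocytes, 10.70 ± 0.35 (SD, n = 3) in the PBS arrays of series B and 3.56 in PBS A1, and *Mmp9*, a protease of neutrophil granules, fell by 2.81. Without PBS A1, or without DT A1, 16 of the 24 fell, and with PBS A1 as the only PBS array, a setting chosen after the data were seen, the median was 0.2233 (camera adjusted p = 0.123). PBS A1 lay nearer to the DT than to the PBS arrays of series B in 8 of the 9 genes. The neutrophil arrays of Figure 5E were not used here.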

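*Csf3r*, which encodes the receptor of G-CSF, had a log2 level of 10.23 ± 0.13 (SD, n = 4) in DT-Ly6C+ and 10.10 ± 0.09 (SD, n = 3) in G-CSF-Ly6C+ monocytes. In PBS-Ly6C+ monocytes it was 11.77 ± 0.06 (SD, n = 3) in series B and 10.24 in PBS A1. It fell by 1.15 in DT-Ly6C+ monocytes (standard error 0.23, adjusted p = 0.0038 from limma) and did not pass the test between G-CSF-Ly6C+ and DT-Ly6C+ monocytes (-0.35, standard error 0.26, adjusted p = 0.906; -0.186 in series B alone). Ly6C neg monocytes had 8.04 ± 0.61 (SD, n = 3) and cMoPs 9.19 ± 0.02 (SD, n = 3).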

Despite the requirement for G-CSF shown in Figure 5A, these analyses revealed that DT-Ly6C^+^ monocytes expressed relatively lower levels of the G-CSF receptor (*csfr3*) than PBS-Ly6C^+^ cells. However, it has been previously shown that the G-CSF receptor is not required for G-CSF-dependent recruitment of neutrophils from the BM, suggesting indirect actions of G-CSF on target cells 44. Together with published data, these results suggest that increases in serum G-CSF are sufficient to drive the expansion of Ly6C^+^ monocytes in DC-depleted mice 26.

### Depletion of DC results in the accumulation Ly6C^+^ monocytes poised for innate immune activation

The effector function of Ly6C^+^ monocytes induced in the absence of DCs is likely to depend on the immune environment encountered at the time of expansion. Therefore, to understand the environmental cues to which DT-Ly6C^+^ monocytes might respond, we performed a gene set enrichment analysis with curated gene sets to compare the pathways of differentially expressed genes in monocytes from control or DC-depleted mice. 

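Receptors and adaptors of TLR signaling rose in part in DT-Ly6C+ monocytes. *Tlr7*, a sensor of single-stranded RNA, had a log2 level of 10.69 ± 0.12 (SD, n = 4) in DT-Ly6C+ monocytes, 7.54 ± 0.17 (SD, n = 3) in the PBS arrays of series B and 10.41 in PBS A1, a difference of 2.43 (standard error 0.40, adjusted p = 0.00108) from limma, and *Tlr9*, a sensor of DNA, differed by 2.27 (standard error 0.37, adjusted p = 0.00117). Of 55 measured genes of a TLR signaling list, 22 rose, 0 fell and 33 did not pass the test (23 rose when adjusted over the list alone). The median difference was 0.32, the camera adjusted p 2.15e-08, and adjusted p = 0.0503 with an estimated correlation. Of 28 measured interferon-stimulated genes, 17 rose, 0 fell and 11 did not pass (20 rose when adjusted over the list alone, median 0.86), with a camera adjusted p of 5.97e-15, or adjusted p = 0.0654 with an estimated correlation. *Mx2*, an antiviral GTPase, rose by 1.96 (adjusted p = 0.00534). Over all 34 lists camera called 17 higher and 9 lower in DT-Ly6C+ monocytes, with an estimated correlation 0. Tested against no change, and not against other genes, fry called 24. The TLR count was 26 without PBS A1, 13 without DT B2 and 14 without PBS B1. The PBS arrays of series B, against which these lists rose, also carried progenitor, neutrophil and T cell genes. These lists were not those of the enrichment analysis in Figure 6A.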

DT-Ly6C^+^ monocytes were enriched for genes involved in TLR and innate signaling pathways compared with control cells, with several overlapping gene sets. The two highest-ranking pathways according to the normalized enrichment score are shown in Figure 6A. Figure 6B lists the genes that contribute to the leading-edge subset of the two pathways. In addition to genes specific for the response to LPS and TLR signaling pathways (*tlr* genes, *Ly86*, *CD180*, *Peli*), DT-Ly6C^+^ monocytes were also enriched for genes encoding proteins required for the production of cytokines involved in innate pro-inflammatory immune responses (*irf* genes, *Ikbk*, *Nfkb2*, *Zbp1*). Therefore, we hypothesized that Ly6C^+^ monocytes from DC-depleted mice would produce more inflammatory cytokines in response to LPS, than control cells. To test this hypothesis, we analyzed the production of several cytokines by sorted Ly6C^+^ monocytes from DC-depleted and DC-replete mice. 

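Of the 18 genes that Figure 6B lists for the toll receptor cascade and the 31 it lists for the innate immune system, 17 and 29 were measured here, and all of them rose in DT-Ly6C+ monocytes (limma, 17 and 29 also when adjusted over each panel alone). *Ly86*, the partner of CD180, had a log2 level of 11.18 ± 0.02 (SD, n = 4) in DT-Ly6C+ monocytes, 8.19 ± 0.08 (SD, n = 3) in the PBS arrays of series B and 10.90 in PBS A1, a difference of 2.31 (standard error 0.32, adjusted p = 0.000649). *Cd180*, a relative of TLR4, rose by 2.20 (standard error 0.34, adjusted p = 0.000829). Among the *Tlr* genes *Tlr2* (0.47), *Tlr7*, *Tlr8* (1.32), *Tlr9* and *Tlr13* (0.64) rose, and *Tlr1*, *Tlr3*, *Tlr4*, *Tlr5*, *Tlr6*, *Tlr11* and *Tlr12* did not pass the test. *Tlr4*, the receptor of LPS, differed by -0.34 (standard error 0.27, adjusted p = 0.532), or -0.79 (adjusted p = 0.0166) without PBS A1 or DT A1. *Peli1*, a ubiquitin ligase of TLR signaling, rose by 0.89 (standard error 0.17, adjusted p = 0.00295), whereas *Peli2* (0.27) and *Peli3* (0.04) did not pass. Of the *Irf* genes, *Irf7*, a driver of interferon production, rose by 1.56 (standard error 0.23, adjusted p = 0.000741), and *Irf2* by 0.58, with *Irf4* (adjusted p = 0.00129) and *Irf8* (adjusted p = 0.00164) rising as well. *Irf1* (0.07), *Irf3* (0.10) and *Irf9* (0.51, adjusted p = 0.0554) did not pass, although *Irf9* did without PBS A1, DT A1, Ly6C neg A2 or Ly6C neg Apool (adjusted p = 0.0198 to 0.028). *Zbp1*, a sensor of nucleic acids, rose by 1.43 (standard error 0.21, adjusted p = 0.000756), *Ikbkb*, a kinase that activates NF-κB, by 1.02 (standard error 0.25, adjusted p = 0.0131) and *Nfkb2* by 0.69 (standard error 0.18, adjusted p = 0.02). The calls of *Tlr2*, *Tlr8* and *Nfkb2* were lost without any 1 of the DT or PBS arrays of series B (adjusted p = 0.0502 to 0.103), and that of *Ikbkb* without DT B2, DT B3 or PBS B1 (adjusted p = 0.0523 to 0.0564). These genes were chosen by the study on these arrays as the leading edge of its enrichment, so their rise is not independent evidence. PBS A1 lay nearer to the DT than to the PBS arrays of series B in 14 of the 17 and 23 of the 29 genes. Without it all 17 and 29 rose, and without DT B2 12 and 21 did. From this set of genes, the paper proposes as a hypothesis that DT-Ly6C+ monocytes would make more inflammatory cytokines in response to LPS.

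**Figure D5:**
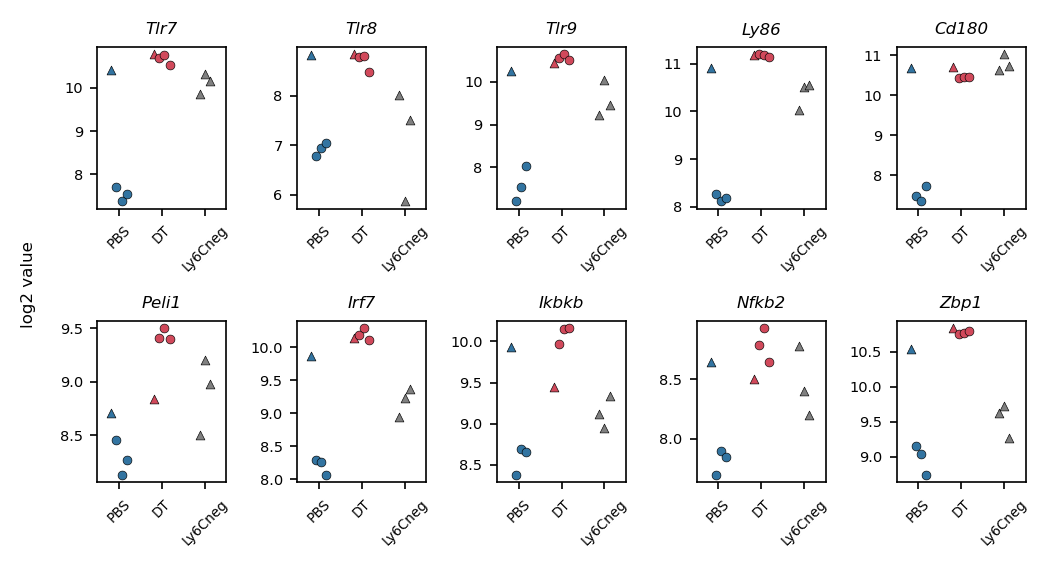
Log2 level of 10 genes of TLR and innate signaling in the PBS, DT and Ly6C neg arrays; each point is 1 array, as a triangle for series A and a circle for series B. In all 10 genes the DT arrays and PBS A1 lie above the 3 PBS arrays of series B.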

Figure 6B shows that DT-Ly6C^+^ monocytes produced significantly more TNF-α than classical splenic Ly6C^+^ monocytes, while no significant differences were observed for the other cytokines tested. Together, these data support a model in which the depletion of DC leads to the accumulation of a differentiated population of monocytes that are poised for innate immune activation.

**Figure 6:**
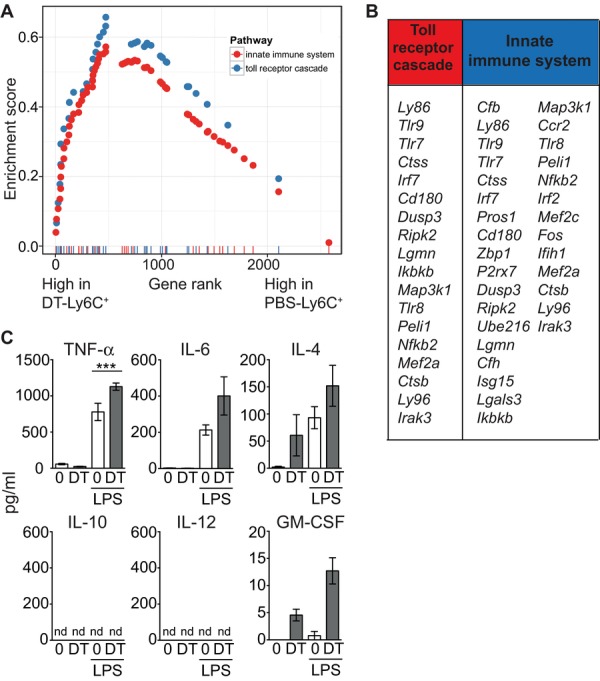
DT-Ly6C^+^ monocytes express genes associated with innate immune activation, and secrete high levels of TNF-α upon stimulation with LPS. (A) Gene set enrichment analysis was used to identify differentially expressed pathways between DT-Ly6C^+^ cells and their most closely related group: PBS-Ly6C^+^. The rank-versus-ES score plots are shown for two representative pathways upregulated in DT-Ly6C^+^ cells: blue = Reactome toll receptor cascade, red = Reactome innate immune system. All pathways were significantly altered (false discovery rate *q*-values < 0.01). (B) Table showing the core enriched genes for the two pathways. (C) Purified CD11b^+^Ly6C^+^CD115^high^ monocytes from PBS-treated (*n* = 6) or DT-treated (*n* = 6) treated mice were cultured overnight in medium with or without LPS. Graphs show the amount ± SEM of cytokines secreted into the culture supernatant. TNF-α PBS versus DT for LPS-treated cells, *p* = 0.022. Data are pooled from two independent experiments. Statistical analyses were carried out with a Student's unpaired *t*-test.

## Discussion

Over the last decade, the CD11c.DTR mice and other DC depletion models have provided a powerful tool to understand DC function 1,2,45, but the consequences of loss of DCs on other cells of the MPS have not been fully appreciated. In this study, we have characterized the splenic monocyte population that expands after the depletion of DCs from CD11c.DTR mice. We have shown that the loss of CD11c^+^ cells drives the accumulation of a variant population of CD64^+^Ly6C^+^ monocytes that upregulates the apparatus used for innate immune and TLR signaling.

Classical monocytes express high levels of Ly6C, and low levels of CD64 and MHC class II in the blood 19,33. Activation and/or extravasation into tissues results in the downregulation of Ly6C and upregulation of CD64 and MHC class II, resulting in a “cascade” of cells when these antigens are plotted on flow cytometric dot plots 20,33,40,46. This phenotypic transition as monocytes egress out of the vasculature is associated with the expression of a distinct tissue-dependent transcriptional signature (Fig. 2) 20. Here, we have identified a population of splenic monocytes that spontaneously express CD64, but that do not cluster with dermal monocytes in PCA. Therefore, the loss of DCs results in the expansion of a variant Ly6C^+^ splenic monocyte. However, DT-Ly6C^+^ cells also display characteristics associated with Ly6C^neg^ monocytes—for example, the upregulation of the transcription factor *Nr4a1* 47, and expression of TLRs and other molecules required for sensing of nucleic acids 5. 

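*Nr4a1* had a log2 level of 12.50 ± 0.17 (SD, n = 4) in DT-Ly6C+ and 12.52 ± 0.10 (SD, n = 3) in Ly6C neg monocytes, and 9.95 ± 0.07 (SD, n = 3) in the PBS arrays of series B, with 12.80 in PBS A1. It rose in DT-Ly6C+ monocytes (limma), and between DT-Ly6C+ and Ly6C neg monocytes it did not pass the test, where the difference was -0.02142 with no series term. Without DT A1 the series term rests on the PBS arrays alone and carries the gap between PBS A1 and the other PBS arrays into this comparison (fitted difference 2.90, adjusted p = 2.08e-07), which the levels do not show. Of 24 measured markers of Ly6C neg monocytes 16 rose in DT-Ly6C+ against PBS-Ly6C+ monocytes, 0 fell and 8 did not pass (16 rose and 1 fell when adjusted over the list alone, median 1.20, camera adjusted p = 3.45e-12). With an estimated correlation the adjusted p was 0.0503. *Ace* had 10.84 ± 0.45 (SD, n = 3) in Ly6C neg monocytes. *Adgre4*, an adhesion receptor of the EGF-TM7 family, had 10.97 ± 0.28 (SD, n = 4) in DT-Ly6C+ and 11.25 ± 0.54 (SD, n = 3) in Ly6C neg monocytes, whereas *Fabp4* had 7.37 ± 0.72 (SD, n = 4) and 10.66 ± 0.66 (SD, n = 3). Against Ly6C neg monocytes 3 of these 24 markers rose and 8 fell in DT-Ly6C+ monocytes, or 9 rose without DT A1. Markers of classical Ly6C+ monocytes rose as well. Of 16 measured, 10 rose and 0 fell against PBS-Ly6C+ monocytes (10 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.000265, and adjusted p = 0.0888 with an estimated correlation), and 14 rose against Ly6C neg monocytes (camera adjusted p = 3.85e-22). The count of 10 was 5 without DT B1 and 6 without DT B2, DT B3, PBS B1 or PBS B2. *Fn1*, fibronectin, rose by 3.13 (standard error 0.50, adjusted p = 0.00103) and *F13a1*, a clotting factor chain of classical monocytes, by 2.15 (standard error 0.36, adjusted p = 0.0012). Of 19 measured genes of cytosolic nucleic acid sensing 9 rose, 1 fell and 9 did not pass against PBS-Ly6C+ monocytes (11 rose and 1 fell when adjusted over the list alone, median 0.41, camera adjusted p = 7.25e-08), with adjusted p = 0.0503 with an estimated correlation. *Ifi204* and *Ifi205*, of the DNA sensor family, rose by 2.23 (standard error 0.42, adjusted p = 0.00249) and 2.02 (standard error 0.27, adjusted p = 0.000649). In Ly6C neg against PBS-Ly6C+ monocytes 1 of the 19 rose and 2 fell, or 8 fell without DT A1, and 13 were higher in DT-Ly6C+ than in Ly6C neg monocytes. Across genes, the differences of DT-Ly6C+ and of Ly6C neg monocytes from the same PBS-Ly6C+ arrays had Pearson's r = 0.168, where 100 simulated groups with no change gave 0.36 (0.335 to 0.39). The simulated groups hold noise alone, so their r is no yardstick for contrasts with real differences. The covariance was 0.04084, against 0.0208 in the simulations. Without DT A1 r was -0.299, without PBS A1 0.671 and with no series term 0.491. Of the genes that rose in DT-Ly6C+ monocytes, 80 rose and 104 fell in Ly6C neg monocytes, and of those that fell 45 fell and 24 rose. If the contrasts were independent, which their shared PBS arrays prevent, 25 shared rises and 30.9 shared falls would be seen. The PBS arrays of series B also held T cell genes, and the Ly6C neg arrays B, NK and plasma cell genes. Without PBS A1, 16 of the 24 Ly6C neg markers rose in DT-Ly6C+ monocytes and 2 fell.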

Our findings therefore demonstrate that the distinction between individual monocyte populations may become blurred under conditions of acute depletion of CD11c^+^ myeloid cells when the cellular composition within the MPS is perturbed.

Recent publications have presented an emerging picture of control of homeostasis within the MPS by serum cytokines, notably M-CSF. Removal of populations that bind these cytokines will result in a decrease in the local concentration, which may impact on the proliferation and survival of other myeloid populations 10,48. DC populations act as a cellular sink for the growth factors G-CSF and Flt3(L) 25,26. We have shown that G-CSF is required for the expansion of splenic monocytes after the loss of DCs, and that exogenous G-CSF is sufficient to induce a variant monopoiesis that is similar to that seen in DC-depleted mice. Depletion of DCs also induces the expansion of splenic neutrophils that are functionally important for the clearance of bacterial infections in these models 26,30. Jiao et al. recent reported that the depletion of DCs from CD11c.DTR mice leads to neutrophilia in the spleen and tissues by enhancing recruitment out of the BM 31. We have shown that monocytes and neutrophils expand concurrently in the spleen after depletion of CD11c^+^ cells, and both populations expand in response to G-CSF. It is not possible however to infer causative mechanisms from these studies, and future work is needed to determine whether G-CSF has a direct or indirect effect on the expansion of monocytes in this model. Our data further demonstrate that cells that do not express CCR2 expand in the spleens of DT-treated recipients. While we cannot exclude a contribution from BM-derived cells, these data strongly support a role for extramedullary expansion of monocytes or their precursors. We did not detect differences in proliferation of Ly6C^+^ cells in the spleens of PBS- or DT-treated mice 48 h after treatment (data not shown), however it is possible that we missed the point of proliferation in our experiments. In addition, loss of CD11c^+^ cells may lead to local proliferation of splenic monocyte precursors, including cMoPs 9. Our findings are in line with previous data showing that constitutive ablation of DCs resulted in monocytosis due to a direct increase in hematopoiesis in the spleen 23.

Expression of CD11c is not restricted to DCs, and other cell types may be depleted from CD11c.DTR mice 29,49,50. We did not observe changes in lymphoid cell populations in our model, but F4/80^+^ macrophages were absent from the spleen 48 h after injection of DT. Removal of macrophages will lead to increases in serum M-CSF which could modulate monocyte populations 48. However, the depletion of DCs results in the expansion of monocytes and neutrophils in other mouse models in which DC populations are specifically perturbed, strongly suggesting that monocytosis in the CD11c.DTR mice is directly dependent on the ablation of DCs 27,31.

In conclusion we have shown that removal of CD11c^+^ cells from the MPS in the steady state is sufficient to drive the rapid transient expansion of a differentiated population of monocytes in the spleen, suggesting a model in which the loss of DCs drives the expansion of an effector monocyte population. Our kinetic analyses suggest a transient peak in the accumulation of splenic monocytes in DC-depleted mice. Therefore, there is a defined window in DT-injected mice in which DT-Ly6C^+^ monocytes may mediate responses to infectious or inflammatory challenge in the absence of DCs. These cells may be sensitive to the environment in which they emerge and, consistent with this concept, we have recently demonstrated that monocytes mobilized by injection of G-CSF produce iNOS, and become immunosuppressive, in a murine model of GVH disease 51.

It has been recently demonstrated that expression of the high-affinity DTR by DCs leads to hypocellularity in LN, but not in the spleen of CD11c.DTR mice 32. Together with our data, this study highlights the caution with which DC-depletion studies should be interpreted, particularly in the context of infection and/or inflammation.

## Materials and methods

### Mice

Animal protocols were approved by local institutional research committees and in accordance with U.K. Home Office guidelines. CD11c.DTR/GFP (B6.FVB-Tg(Itgax-DTR/ EGFP)57Lan/J) were used as both heterozygotes and homozygotes for the DTR/GFP transgene 52. *Ccr2*^−/−^ mice were a kind gift from Frederic Geissmann 39. CD11c^+^ DCs were depleted by a single i.p. injection of 100 ng of DT (Sigma, UK) in PBS 52,53. Depletion of DCs was confirmed in all experiments. To mobilize Ly6C^+^ monocytes C57BL/6 mice were injected s.c. for 5 days with rhuman G-CSF (200 μg/kg/day; Neupogen, Amgen, France) or PBS vehicle. G-CSF was neutralized by i.p. injection of two doses of 50 μg αG-CSF 24 h apart (Clone 67604, R&D Systems U.K.) adapted from published data [54]. Controls received either nonspecific IgG1 or PBS. The second dose was given immediately prior to the injection of PBS or DT.

### Competitive chimeras

Ten-week-old C57BL/6 mice received 11Gy X-ray irradiation before i.v. injection of a 1:1 mixture of CD11c.DTR.CD45.1.CD45.2 and CD11c.DTR.*Ccr2*^−/−^.CD45.2 BM cells (5 × 10^6^ total cells). Chimeric mice were used at ∼3 months post reconstitution.

### Flow cytometry

Spleens were digested with Collagenase IV (Worthington Biochemical Corporation). The following antibodies were used for flow cytometric analysis, all from eBiosciences or BD-Biosciences: FcBlock (clone 2.4G2), anti-CD11b (M1/70), anti-CD11c (HL3), anti-Ly-6C (AL-21), anti-Ly-6G (1A8), anti-CD45.1 (A20), anti-CD45.2 (104), anti-MHCII (M5/114.15.2), anti-CD115 (AFS98), anti-CD64, anti-F4/80 (BM8), anti-CD135 (A2F10), anti-CD117 (2B8). FSC-W and a lineage dump gate were used in some experiments to exclude irrelevant cells (anti-CD3 (145-2C11), anti-CD19 (1D3), anti-B220 (RA3-6B2), anti-NK-1.1 (PK136), and anti-Ly-6G (1A8)). Samples were acquired using a BD LSR Fortessa Cell Analyzer (BD Bioscience), and analyzed using FlowJo software (Treestar).

### Microscopy

Splenic CD11b^+^Ly6C^+^ cells were FACS-sorted and spun onto slides using a Cytospin 2 Centrifuge (Shandon Instruments). The cells were air-dried, fixed with methanol, and stained with Giemsa (Sigma Aldrich). Images were acquired using a Leica DMD108 (Leica Microsystems) microscope.

### Microarray analysis, normalization, and validation

Total RNA was extracted from sorted cells using the RNeasy Microkit (Qiagen, UK) and hybridized on Affymetrix Mogene 2.0 arrays at the UCL Cancer Institute core facility. A detailed description of the methods used is included in the Supporting Information.

### Luminex

Sorted monocytes were cultured for 12 h ± 100 ng/mL LPS (Sigma-Aldrich) at 2.5 × 10^5^ cells/mL in duplicate wells, and the supernatant analyzed with the FIDIS system using Luminex 100 software (LuminexCorp) and Mouse cytokine 10-plex panel (Life Technologies).

### Statistical analysis

Data were analyzed using Graphpad Prism 6 and statistical comparisons were made by using a two-tailed Student *t*-test for parametric data and a two-tailed Mann–Whitney *U* test for nonparametric data. The kinetic experiments were analyzed using a two-way ANOVA with multiple comparisons at different time points, and an adjusted p-value according to Sidak's multiple-comparison test.

## Abbreviations

cMoP: common monocyte progenitor
DT: diphtheria toxin
DTR: diphtheria toxin receptor
Flt3(L): fms-like tyrosine kinase receptor-3 (ligand)
MPS: mononuclear phagocyte system

## Supporting Information

As a service to our authors and readers, this journal provides supporting information supplied by the authors. Such materials are peer reviewed and may be re-organized for online delivery, but are not copy-edited or typeset. Technical support issues arising from supporting information (other than missing files) should be addressed to the authors.

Supporting Information.

Supplemental Figure 1. Depletion of CD11c+ cells in DT-injected CD11c.DTR mice. Supplemental Figure 2. Expansion of neutrophils in DT-treated recipients. Supplemental Figure 3. Monocytes in the dermis of DT-treated mice. Supplemental Figure 4. Gene profile comparisons of monocyte populations. Supplemental Figure 5. DT-Ly6C+ cells do not depend on the expansion of BM myeloid populations.

# Supplementary material for: Depletion of CD11c+ cells in the CD11c.DTR model drives expansion of unique CD64+ Ly6C+ monocytes that are poised to release TNF-α
**Source:** Eur J Immunol. 2015 Nov 30;46(1):192–203. doi: 10.1002/eji.201545789
**Supplement:** Supplementary file 2 — Supplemental Figure 1. Depletion of CD11c+ cells in DT-injected CD11c.DTR mice. Supplemental Figure 2. Expansion of neutrophils in DT-treated recipients. Supplemental Figure 3. Monocytes in the dermis of DT-treated mice. Supplemental Figure 4. Gene profile comparisons of monocyte populations. Supplemental Figure 5. DT-Ly6C+ cells do not depend on the expansion of BM myeloid populations.

European Journal of Immunology

Supporting Information for

DOI 10.1002/eji.201545789

Shivajanani Sivakumaran, Stephen Henderson, Sophie Ward,
Pedro Santos E. Sousa, Teresa Manzo, Lei Zhang, Thomas Conlan,
Terry K. Means, Maud D'Aveni, Olivier Hermine, Marie-Thérèse Rubio,
Ronjon Chakraverty and Clare L. Bennett

**Depletion of CD11c⁺ cells in the CD11c.DTR model drives expansion of unique
CD64⁺ Ly6C⁺ monocytes that are poised to release TNF- α**

Depletion of CD11c⁺ cells in the CD11c-DTR model drives expansion of unique CD64⁺ Ly6C⁺ monocytes that are poised to release TNF α .

Supporting methods:

Microarray Analysis, Normalization and Validation.

To analyze the data from microarray experiments UCL Affymetrix Mogene 2.0 and Immgen Affymetrix Mogene 1.0 were background corrected, preprocessed and normalized separately using the "oligo" package from Bioconductor [1], specifically the "rma" method [2]. Expression data was then filtered to contain only probe sets present on both Mogene 1.0 and 2.0 platforms. They were combined and renormalized to remove batch effects using the "sva" package from Bioconductor ("ComBat" method) [3]. To show the relationship between sample groups we used the R programming language to plot principal components and classic multidimensional scaling projections of the samples. Significantly differentially expressed genes were selected using the limma method from Bioconductor [4]. The Neutrophil expression data used for Figure 4 were quantile normalized to the PBS Ly6C⁺ and DT Ly6C⁺ samples for comparison of relative gene expression.

We used gene set enrichment analysis [5] to determine expression overlap between our expression data and other curated signatures in the Broad Institute's online database: MsigDB [6].

The microarray data are available in the Gene Expression Omnibus (GEO) database (<http://www.ncbi.nlm.nih.gov/gds>; GSE58263). Data published by Tamoutounour *et al* is available under accession numbers GSM1198073-110 [7].

Supplemental Figure 1. Depletion of CD11c⁺ cells in DT-injected CD11c.DTR mice.

A. CD11c.DTR mice were injected with PBS or DT and splenocytes analyzed 48 hours later. *Left* - Representative dot plots show the depletion of CD11c⁺GFP⁺ cells from the spleens of CD11c.DTR mice after a single injection of DT. *Right* – Graphs show the frequency and number $\pm$ SEM of CD11c⁺GFP⁺ cells in the spleen of PBS- (n=61) and DT- (n=75) mice. Frequency of CD11c⁺GFP⁺ cells $P<.0001$; number of CD11c⁺GFP⁺ cells $P<.0001$. Data are pooled from multiple experiments. **B.** Graph shows the frequency $\pm$ SEM of CD11b⁺Ly6C^{low}F4/80⁺ cells in the spleen of PBS- (n=10) and DT- (n=8) mice, $P<.0001$. Data are pooled from 2 independent experiments. Statistical analyses were carried out with a Mann Whitney test. **C.** Graphs showing the percentage $\pm$ SEM of gated lymphoid cells in the spleen of PBS- or DT-treated mice. Data are pooled from 3 independent experiments.

Supplemental Figure 2. Expansion of neutrophils in DT-treated recipients.

CD11c.DTR mice were injected with PBS or DT and analyzed 48 hours later. **A.** *Left* - Graph shows the percentage $\pm$ SEM of CD11b⁺Ly6C^{int} neutrophils in the spleen of PBS- (white) and DTR- (grey) treated recipients at different times post-

injection of DT. *Right* - Graph shows the number $\pm$ SEM of CD11b⁺Ly6C^{int} neutrophils. 2-way ANOVA with multiple comparisons (*) PBS versus DT: frequency day 1 $P=.0355$, day 2 $P<.0001$, day 4 $P=.0357$; number day 2 $P<.0001$. Data are pooled from multiple independent experiments: day 1 PBS/DT $n=6$; day 2 PBS/DT $n=26/24$; day 4 PBS/DT $n=6$. **B.** *Left* - Graph showing the frequency $\pm$ SEM of neutrophils in the blood and BM of PBS- (white triangles and squares) and DT- (grey triangles and squares) treated recipients. 2-way ANOVA with multiple comparisons (*) day 1 blood $P=.0005$, day 2 BM and blood $P=.0020$ and $P=.0440$ respectively, day 4 blood $P=.0090$. *Right* - Graph showing the number $\pm$ SEM of neutrophils in the BM from the femurs and tibias of one back leg of PBS- and DT- treated recipients. There is no significant difference between the number of cells in the two groups. Data are pooled from multiple independent experiments, days 1 and 4 PBS/DT $n=6$, day 2 BM PBS/DT $n=14/12$, blood PBS/DT $n=12$. **C.** Graph showing the percentage of Ly6C⁺ or Ly6G⁺ splenocytes of live cells in PBS- or DT-treated mice ($n=9$ per group). Cells are gated from dot plots equivalent to that show in Figure 1A. Ly6C⁺ cells PBS versus DT $P=.0030$, Ly6G⁺ cells; Mann-Whitney test (*) $P=.0142$. Data are pooled from 3 independent experiments. **D.** Langerin-DTR mice were injected with PBS or DT and analyzed 48 hours later. Representative dot plots show the frequency of cells expressing Ly6C and CD11b in the spleen (*left*) and skin epidermis (*right*). *Far right* - dot plots show depletion of CD11b⁺CD11c⁺ Langerhans cells from the epidermis of DT- but not PBS-treated mice. Data are representative of 2 mice from 1 experiment.

Supplemental Figure 3. Monocytes in the dermis of DT-treated mice.

- A.** Graph showing the frequency $\pm$ SEM of CD11b⁺Ly6C^{high} cells of lineage^{neg} cells in the dermis of PBS- or DT-treated CD11c.DTR mice 48 hours after injection. PBS n = 9, DT n= 8; data are pooled from 3 independent experiments.
- B.** *Left* - representative contour plots showing Ly6C^{high} splenocytes and dermal cells in DT-treated mice. *Right* - histograms showing the median fluorescent intensity of CD64 on cells from gated Ly6C^{high} populations in the spleen and dermis of DT-treated recipients. Data are representative from 8-9 mice in 3 independent experiments.

Supplemental Figure 4. Gene profile comparisons of monocyte populations.

Principal Components Analysis (PCA) of gene expression by dermal monocyte/macrophage subsets published by Tamoutounour *et al* [7]. The most variability between these cells occurred along PC1.

Supplemental Figure 5. DT-Ly6C⁺ cells do not depend on the expansion of BM myeloid populations.

- A.** *Left* - Representative flow cytometry plots showing gating strategy used to identify MDP (macrophage/DC precursors) and cMoP (common monocyte progenitors) in the BM of PBS- and DT-injected mice. Cells were pre-gated on lineage^{neg}CD115⁺ cells according to the protocol by Hettinger *et al* [8]. *Right* –

Graph showing the frequency $\pm$ SEM of progenitor and monocyte populations in the BM of PBS- (n=11) and DT- (n=9) mice. Ly6C⁺ monocytes PBS vs DT $P<.0001$. Data are pooled from 3 independent experiments. Statistical analyses were carried out with a Student's unpaired T-test. **B.** Graph showing the percentage $\pm$ SEM of CD11b⁺Ly6C⁺CD115^{high} monocytes in the blood of *Ccr2*^{-/-}.CD11c.DTR mice 48 hours after injection of PBS (n=4) or DT (n=4). Data are pooled from 3 independent experiments.

Sivakumaran et al Supplemental Figure 1.

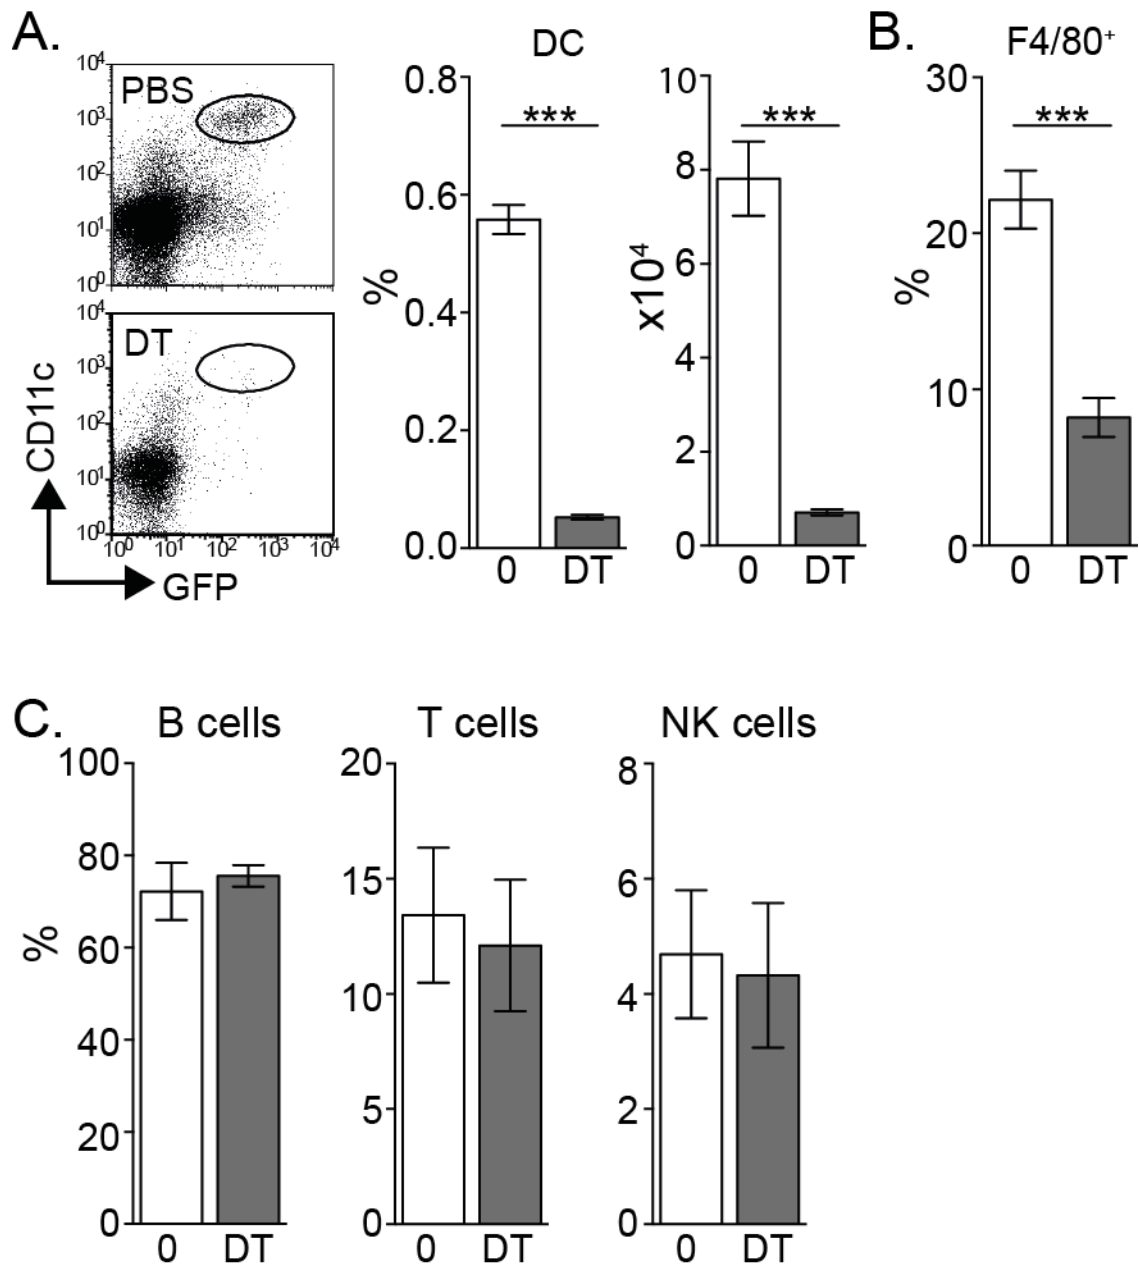

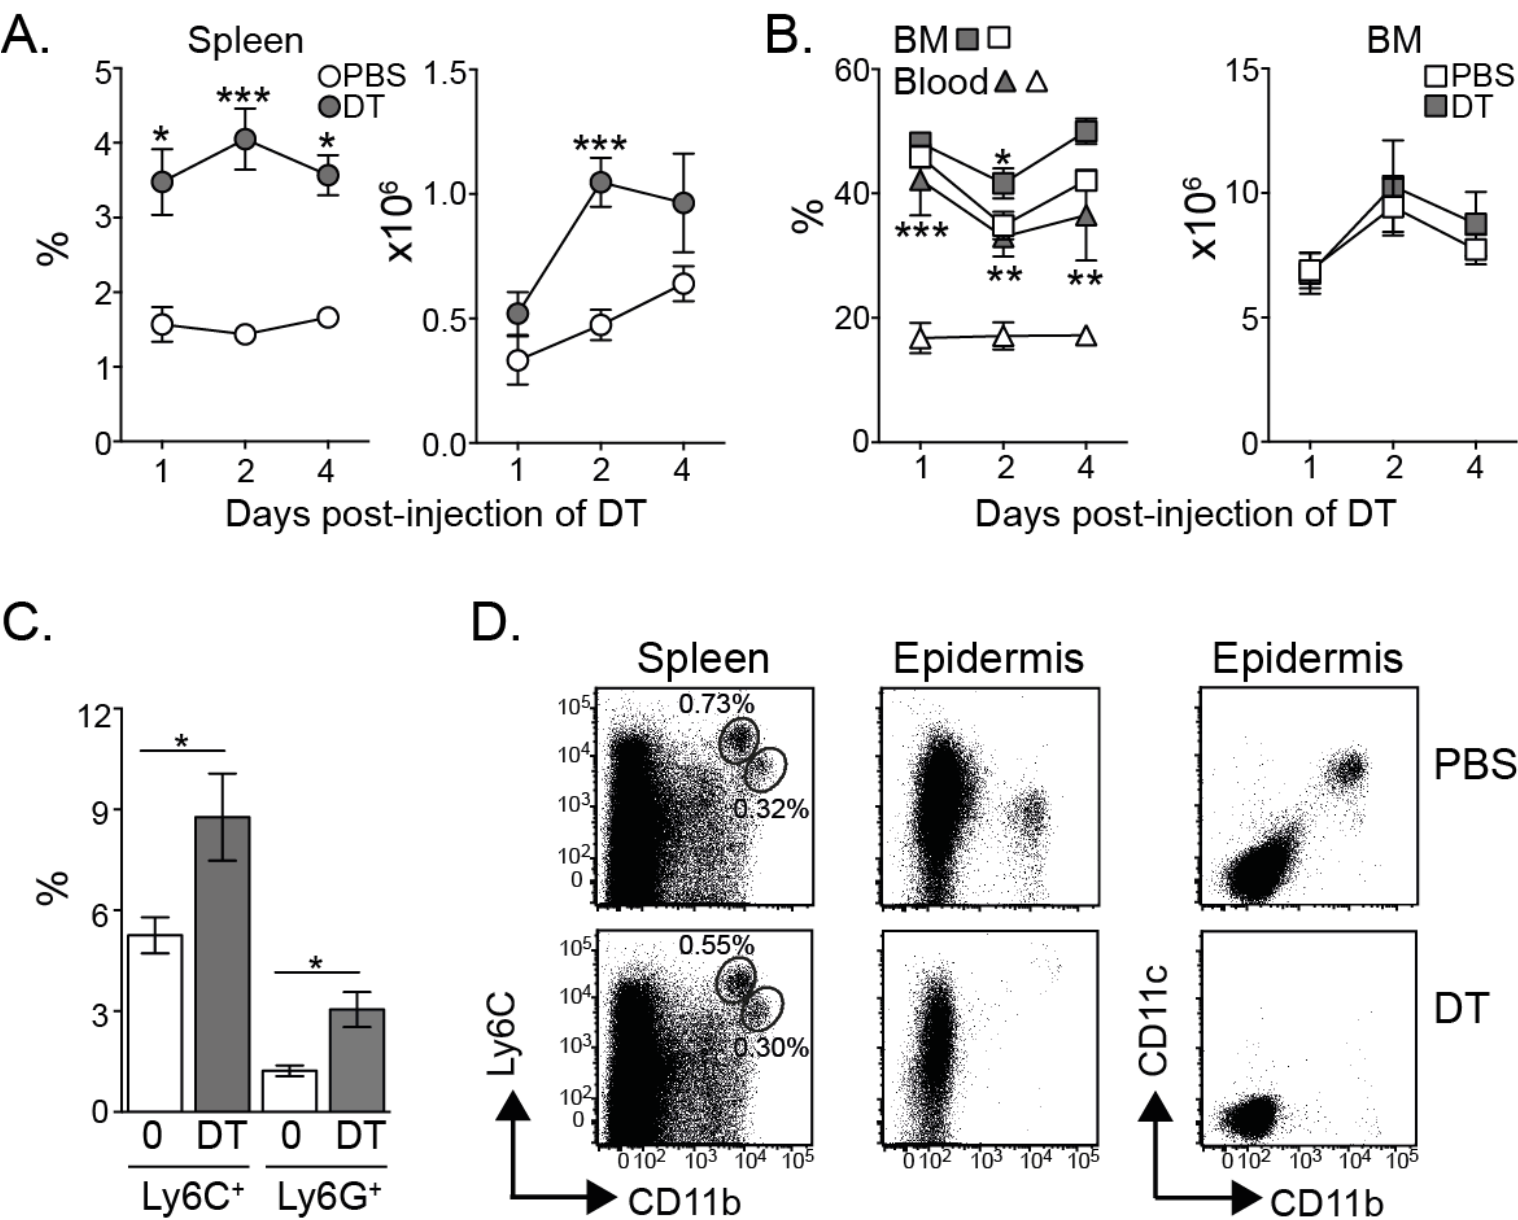

Sivakumaran et al Supplemental Figure 3.

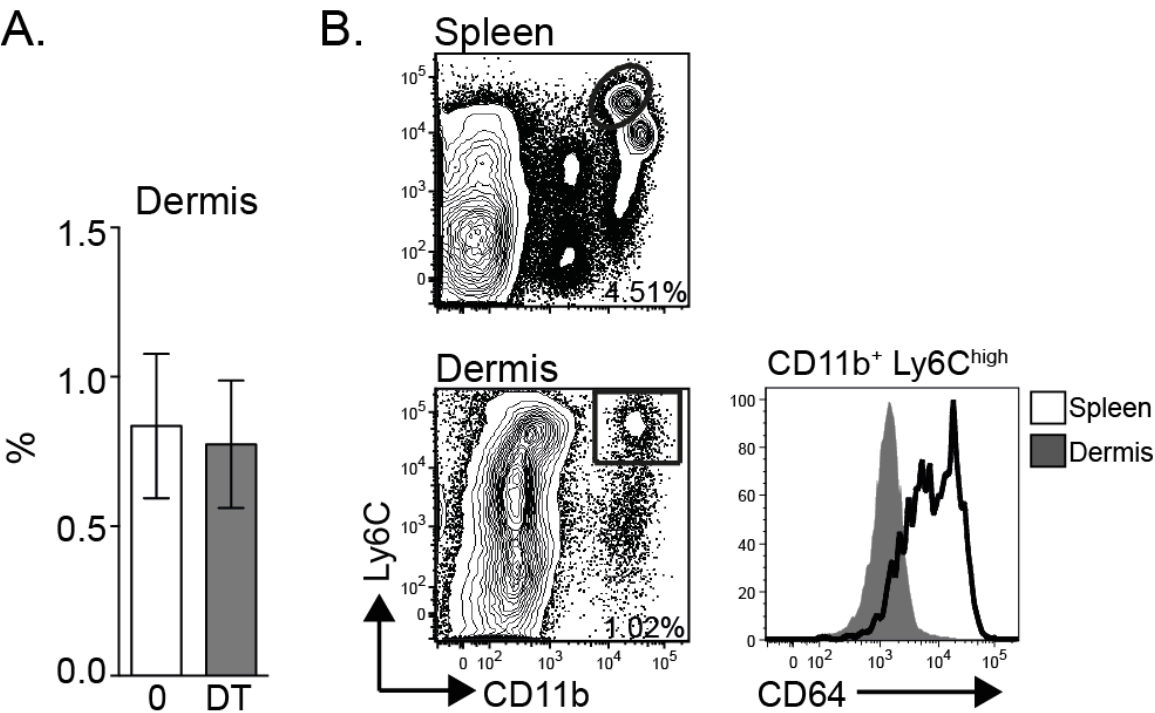

Sivakumaran et al Supplemental Figure 4.

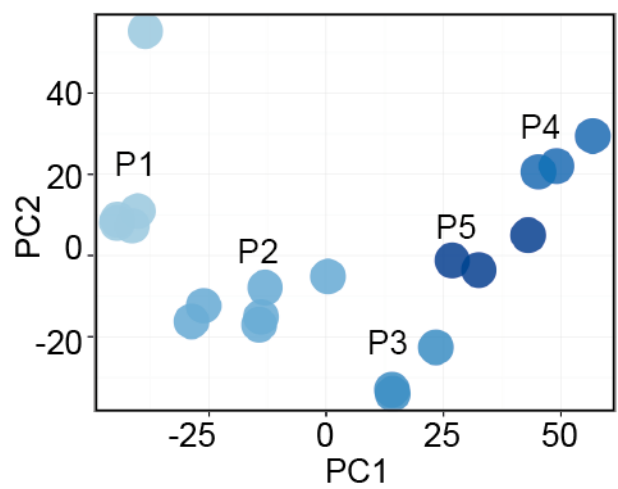

Sivakumaran et al Supplemental Figure 5.

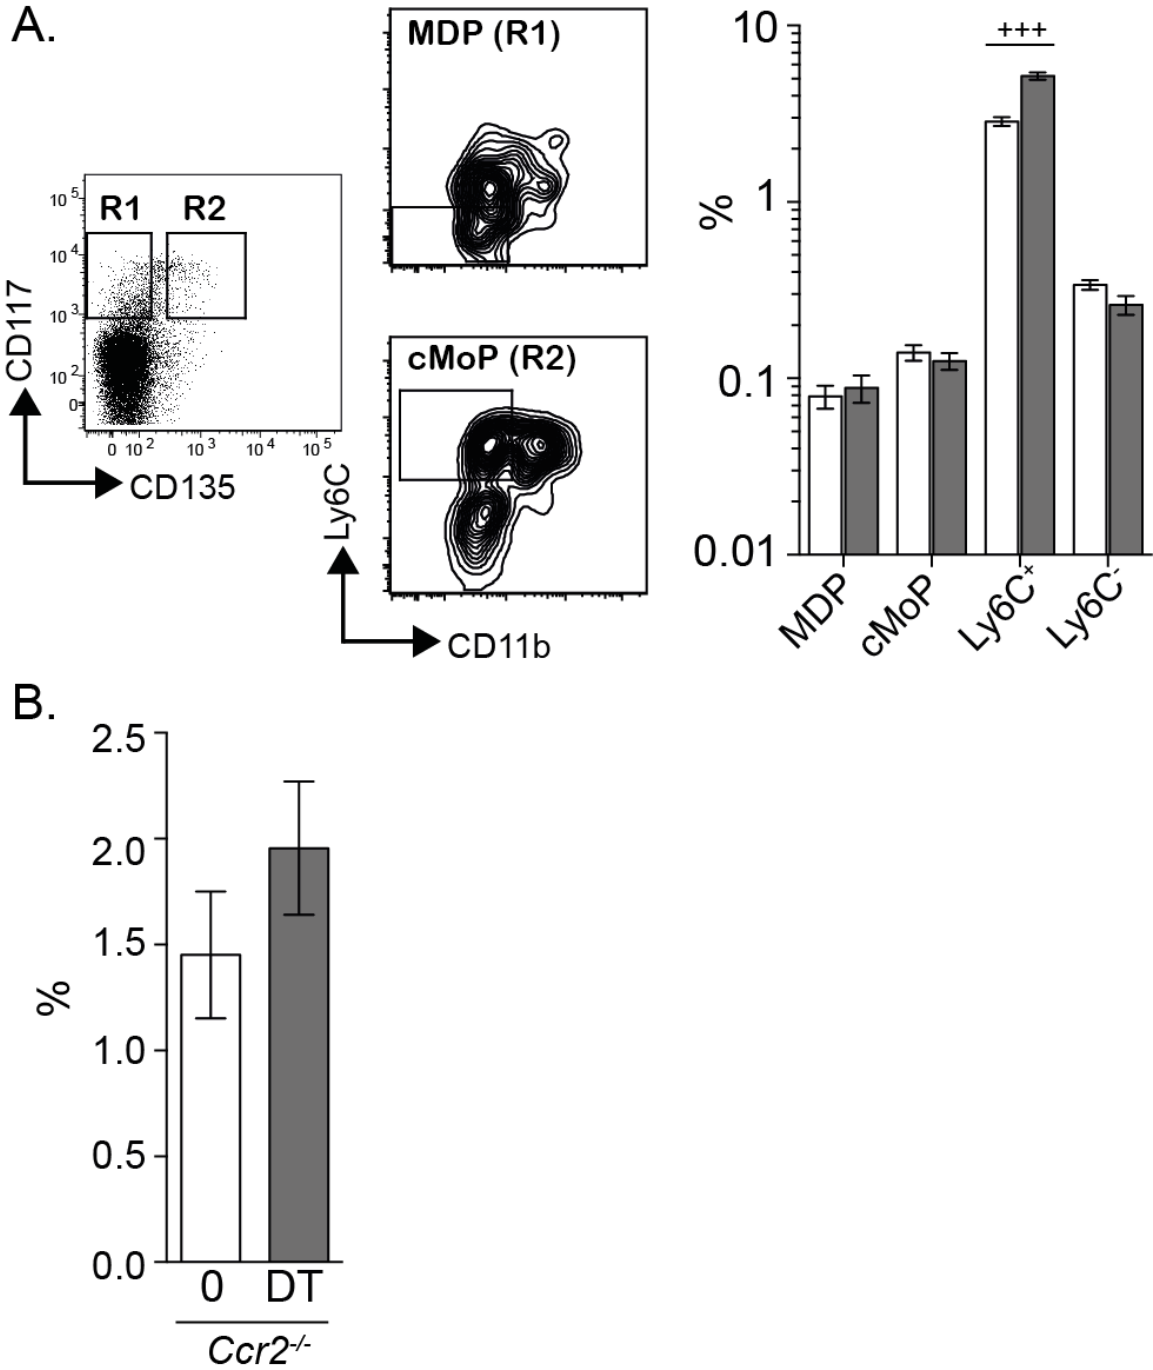

References

- 1 **Gautier, L., Cope, L., Bolstad, B. M. and Irizarry, R. A.**, affy--analysis of Affymetrix GeneChip data at the probe level. *Bioinformatics* 2004. **20**: 307-315.
- 2 **Carvalho, B. S. and Irizarry, R. A.**, A framework for oligonucleotide microarray preprocessing. *Bioinformatics* 2010. **26**: 2363-2367.
- 3 **Leek, J. T., Johnson, W. E., Parker, H. S., Jaffe, A. E. and Storey, J. D.**, The sva package for removing batch effects and other unwanted variation in high-throughput experiments. *Bioinformatics* 2012. **28**: 882-883.
- 4 **Smyth, G. K.**, Limma: linear models for microarray data. In **R. Gentleman, V. C., S. Dudoit, R. Irizarry, W. Huber** (Ed.) *Bioinformatics and Computational Biology Solutions using R and Bioconductor*. Springer, New York 2005, pp 397-420.
- 5 **Smyth, G. K., Michaud, J. and Scott, H. S.**, Use of within-array replicate spots for assessing differential expression in microarray experiments. *Bioinformatics* 2005. **21**: 2067-2075.
- 6 **Subramanian, A., Tamayo, P., Mootha, V. K., Mukherjee, S., Ebert, B. L., Gillette, M. A., Paulovich, A., Pomeroy, S. L., Golub, T. R., Lander, E. S. and Mesirov, J. P.**, Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences of the United States of America* 2005. **102**: 15545-15550.

- 7 **Tamoutounour, S., Guilliams, M., Montanana Sanchis, F., Liu, H., Terhorst, D., Malosse, C., Pollet, E., Ardouin, L., Luche, H., Sanchez, C., Dalod, M., Malissen, B. and Henri, S.,** Origins and functional specialization of macrophages and of conventional and monocyte-derived dendritic cells in mouse skin. *Immunity* 2013. **39**: 925-938.
- 8 **Hettinger, J., Richards, D. M., Hansson, J., Barra, M. M., Joschko, A. C., Krijgsveld, J. and Feuerer, M.,** Origin of monocytes and macrophages in a committed progenitor. *Nature immunology* 2013. **14**: 821-830.

How the deposited data were processed for this re-analysis (not part of the article)

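Affymetrix MoGene 2.0 arrays of sorted mouse cells were analysed for 5 groups, namely BM cMoPs (3 arrays), PBS-Ly6C+ monocytes (4), Ly6C neg monocytes (3), DT-Ly6C+ monocytes (4) and G-CSF-Ly6C+ monocytes (3). The log2 values were made by the authors before deposition with the RMA method of the oligo package, whose version the paper does not give, and are used as deposited. Their later steps, the restriction to probe sets shared with an earlier array type and the ComBat adjustment with Immgen arrays, are not in these values, and no Immgen, neutrophil or dermal array was used here.

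Of the probe sets, 25335 are in the array annotation, 23521 of them with 1 gene symbol and 1814 with several; 16010 probe sets are not in it. Probe sets with 1 symbol were kept, and for each of 22180 genes the probe set with the highest mean, of which 21994 were also matched by identifier in the reference gene table. No filter on dim genes was set. Array medians lay between 5.31 and 5.53, and no background probe values were used, so a gene near the floor of the array cannot be told from one that is absent. R 4.3.3 with limma 3.58.1 fitted 1 model to all 17 arrays, with a term for each group and for the array series (A, 8 arrays; B, 9 arrays), which left 11 residual degrees of freedom. Groups with arrays in 1 series are compared across series through the DT and PBS arrays, PBS A1 and DT A1 included. Empirical Bayes t statistics gave p, adjusted by the Benjamini-Hochberg method over all genes of a comparison, with a threshold of 0.05. In each group the spread is given as the SD of the arrays, and each difference with its standard error from the model.

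Gene lists were written before the data were examined and compared with all other genes by camera of limma with its preset correlation of 0.01, adjusted over 34 lists, and also with a correlation estimated per list; fry tested each list against no change. The lists with results in the text are stem and progenitor genes, cell cycle, T cell, NK cell, B cell, plasma cell, erythroid and dendritic cell markers, neutrophil genes, Ly6C neg monocyte markers, classical Ly6C+ monocyte markers, monocyte transcription factors, TLR signaling, interferon-stimulated genes, cytosolic nucleic acid sensing, complement, cholesterol synthesis, cholesterol efflux and lipid transport, lysosome and cathepsins, MHC class II presentation, immediate early genes, and cytokines. The others enter only the counts of lists. For lists and panels the p of the genes was also adjusted over the list alone. A further 14 T cell and 13 neutrophil genes, in none of the lists, were chosen after the lists had been compared but without their values. The genes named in the text are those the paper names or shows in Figures 3B, 3D, 5D, 5E and 6B, for each comparison the largest called rises and falls in which the arrays of the groups do not overlap after removal of the series effect (10 and 10 for DT against PBS, 5 and 5 for the others), and the members of each list that changed the most; others are said to have been chosen after their values were seen.

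Distances between arrays were Euclidean over all genes after removal of the series effect with limma, and were compared by exact two-sided permutation tests. Correlations and covariances between contrasts that share arrays were set against 100 simulations of groups with no change. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15, with numpy 2.4.6. Tested on simulated data with 200 changed genes, the model called 198 of them with a false share of 0.0571, called 0 genes where nothing had changed, and called 189 with the series left out. The simulated data held a plain series shift and no array out of place as PBS A1 is, so these rates need not hold here. The alternatives were a model with no series term, with the series as a random block, or with only the arrays of the groups compared; a filter on dim genes at the 30th percentile of the mean, which left 15526 genes; the mean of the probe sets of a gene; quantile normalization; array weights; a trended and robust empirical Bayes step; the arrays of series B alone; a block by array number; the 1000 most variable genes or 1 minus Pearson's correlation for distances; and leaving out each array in turn. The use of PBS A1 as the only PBS array and a limma fit of the 8 arrays of series A were added after the data were seen. Among the DT, PBS and G-CSF groups, leaving out DT A1 or PBS A1 gives the same differences as the arrays of series B alone. Only the estimate of the spread then differs from that setting. No genome coordinates are given.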

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

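The tests of the position of PBS A1 and of the genes of other cells in the PBS arrays of series B were chosen after the results were seen; the splits of the arrays, reported with the processing, were set before.

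PBS A1 stood far from the other PBS arrays in 67 of 152 named genes and in its distance to cMoPs, where its gap to the nearest array was 0.865 of the range of the group, above the critical value of Dixon's test for 4 arrays. DT A1 stood apart in 11 of 152 genes and by 0.967 of the range in the same distance, and DT B3 in 2 genes. That distance was taken after removal of the series effect, which PBS A1 helps to set. DT A1 lay at 123.1 with or without the removal. The DT arrays of series B lay at 161 to 162.3 with it and at 130.4 to 131.7 without it. Chance alone sets an array apart in about 1 in 20 groups, and genes of 1 array are not independent of each other.

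A test in limma for an interaction of DT with the series called 1841 genes. Series A holds 1 DT and 1 PBS array, so the spread in this test comes from the other arrays. The test cannot tell a difference in the effect of DT between the series from the position of PBS A1, so no such difference is concluded. As to why PBS A1 lies with the DT arrays, a shift of series A as a whole is argued against by DT A1, which lay -0.0612 from the mean DT array of series B on the axis from PBS to DT, and an exchange of labels between DT A1 and PBS A1 by the position of DT A1, at 0.939 on that axis. A single wrong label, or an exchange with an array outside the groups, needs PBS A1 to be as close to the DT arrays of series B as DT A1 is, and the mean correlations of the arrays differed by 0.00347, so this stays open and may account for the position. A biological explanation, such as a PBS-injected mouse with monocytes in the state seen after DT, was not tested and stays open, as the design holds 1 PBS array of series A. On the same axis the cMoP arrays lay at 0.113 to 0.119, near the PBS arrays of series B at 0.00436 to 0.0334. The Ly6C neg arrays lay at 0.722 to 0.751. These tests take the PBS arrays of series B as the reference, so they cannot tell whether PBS A1 or those arrays are the unusual ones.

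Signals largely in genes the paper does not discuss were the falls in DT-Ly6C+ monocytes of 30 cell cycle, 15 stem and progenitor, 8 T cell and 6 neutrophil genes; the paper does discuss neutrophil genes and shows *Kit*, of the progenitor list. Each of these sets was high in the PBS arrays of series B and not in PBS A1. For neutrophils, 13 genes outside the list had a median difference of 2.32 in series B, PBS minus DT (12 higher in PBS and 0 lower by limma), which is consistent with RNA of neutrophils in these PBS arrays, although the sort gated on lineage-negative CD11b+CD115 high cells. For T cells, 12 measured genes outside the list had a median of 0.424 (4 higher and 0 lower), at a median level of 5.188 that is below the median of each array, so their presence cannot be told apart from other sources of the T cell genes. Log2 levels in the PBS arrays of series B were 12.20 ± 0.05 (SD, n = 3) for *Mpo*, which cMoPs also express, 10.70 ± 0.35 (SD, n = 3) for *Ly6g* and 7.31 ± 0.23 (SD, n = 3) for *Cd3e*. A lower share of monocytes that raises all other cells alike is argued against by the 2.75 between the highest and lowest median of the progenitor, B cell and erythroid lists. A less mature state of the monocytes themselves as early as that of cMoPs is argued against for the T cell genes, all 12 of which were above their level in cMoPs (median 2.11, quartiles 0.846 and 2.66), and cannot be told apart for the progenitor genes, which lay -0.101 from the level of cMoPs, as cells in that state would express them too.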

How the results depend on the processing

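PBS A1 as the only PBS array, limma in series A alone and the test of *Ly6c2* were chosen after the data were seen; the other alternatives and the splits were set before. For the values below the cause was not tested.

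Between DT-Ly6C+ and PBS-Ly6C+ monocytes 2770 genes were called. The count was 1808 with only the arrays of these groups, 4536 with array weights, 4683 in series B alone, 1 (*Trim30c*) with a block by array number, and 2 (*Tnni2* and *Lmna*) with PBS A1 as the only PBS array, which is then assumed to vary like the other groups; leaving out 1 array gave 1661 (DT B2) to 4319 (DT A1 or PBS A1). These 3 genes were chosen after their values were seen. The array numbers do not pair the arrays, since the correlations of their deviations lay between 0.000123 and 0.0895. With PBS A1 as the only PBS array, of 168 named genes called before 0 were called by limma, 110 kept their direction and 58 did not. In series A alone, with 1 array each assumed to vary like the other groups, limma called 0. The other settings gave 1997 to 2907. The medians of TLR signaling, monocyte transcription factors and Ly6C neg markers were 0.3184, 0.5895 and 1.197, and with an estimated correlation they missed the threshold (adjusted p = 0.0503); with PBS A1 as the only PBS array they were 0.08186, 0.06996 and 0.2446. Of 23 other lists called before, 1 (cholesterol synthesis) then stayed called, 15 kept the sign of camera's statistic without a call and 7 did not keep it, while the complement list, at -0.06809 and not called before, was called at 0.695 (adjusted p = 0.00175); interferon-stimulated genes went to 0.03463, and immediate early genes reversed to -0.2611 (adjusted p = 0.00825).

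Between G-CSF-Ly6C+ and PBS-Ly6C+ monocytes the 2772 genes became 1320 with no series term, 17 with only these arrays, 4532 in series B alone and 17 with PBS A1 as the only PBS array, and 1785 (without PBS B1) to 4197 (without DT A1 or PBS A1). Between G-CSF-Ly6C+ and DT-Ly6C+ monocytes limma called 0 genes (1337 at an unadjusted p under 0.05), array weights gave 6, series B alone 8, and leaving out 1 array 0 to 14 (without DT A1 or PBS A1); the median of the cell cycle list changed sign to 0.2 with only these arrays and to 0.2017 in series B alone and with a block by array number, and lay between -0.2382 and 0.2017 with 1 array left out (the highest without DT A1 or PBS A1). Between Ly6C neg and PBS-Ly6C+ monocytes the 909 genes became 2787 with no series term, 1466 with the series as a random block, 551 with only these arrays, 340 in series A alone and 255 with array weights, and 811 to 2272 (without PBS A1) with 1 array left out. Between DT-Ly6C+ and Ly6C neg monocytes array weights gave 980 and series A alone 596 in place of 2398, the difference of *Hes1* reversed to -0.5738 with only these arrays, and the median of the Ly6C neg markers lay between -0.6612 and 0.3751, the last without DT A1. Between cMoPs and PBS-Ly6C+ monocytes the 4009 genes became 1608 with array weights, and 1085 (without PBS A1) to 5443 with 1 array left out, and the median of the stem and progenitor list lay between -0.06566 (without PBS A1, a reversal) and 3.505 (without DT A1). Of the settings run, series A alone (2821) moved the 5665 genes between DT-Ly6C+ monocytes and cMoPs by over 1.5 times.

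The distance to cMoPs, DT-Ly6C+ minus PBS-Ly6C+, was 18.19 with no removal of the series effect, -11.16 in series A alone and -8.946 with PBS A1 as the only PBS array, and 21.92 to 71.46 with 1 array left out; DT-Ly6C+ minus Ly6C neg it was -7.843 with no removal of the series effect and -13.93 in series A alone. The correlation of the DT and G-CSF contrasts was 0.7478 with PBS arrays of their own, 0.9311 without dim genes, 0.8798 with PBS A1 as the only PBS array, and 0.8828 (without G-CSF B1) to 0.9307 (without DT A1 or PBS A1). For the DT and Ly6C neg contrasts it was 0.491 with no series term, and -0.299 (without DT A1) to 0.671 (without PBS A1).

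Over 35 splits of the arrays of each pair of groups, the real split alone gave the count (1 of 35) for DT-Ly6C+ monocytes against cMoPs (5665 genes, highest other split 4424, which follows the series) and for cMoPs against PBS-Ly6C+ monocytes (4009, highest other 576). This speaks against chance, but 1 of 35 is the smallest share the test can give, with no adjustment over the comparisons. cMoPs also differ from both groups in sex-linked genes, so the splits do not tell the cause. By the counts chance cannot be excluded where 2 of 35 splits gave as many genes. These were DT-Ly6C+ against PBS-Ly6C+ (2770, and 3355 with DT A1 set with the PBS arrays of series B), G-CSF-Ly6C+ against PBS-Ly6C+ (2772 and 4323), Ly6C neg against PBS-Ly6C+ (909 and 1612), both with the PBS arrays of series B set apart, and DT-Ly6C+ against Ly6C neg (2398, and 2521 with series A set apart). These other splits follow a structure of the arrays, and the next highest gave 71, 1157, 109 and 84 genes. For the comparisons with Ly6C neg monocytes, labels unrelated to the RNA are argued against by *Ly6c2*, a sort marker, in which the highest Ly6C neg array lay 2.21 below the lowest PBS and 3.81 below the lowest DT array. Between G-CSF-Ly6C+ and DT-Ly6C+ monocytes the real count is 0, which all 35 splits reach by construction (highest other 4), so they say nothing about chance. Signal over background limits dim genes, and without genes under the 30th percentile of the mean DT-Ly6C+ and PBS-Ly6C+ monocytes differed in 2907 genes.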

Differences from the paper's values

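All alternatives named in this part were set before the data were examined. The group sizes match those the paper gives for its own arrays. For PBS-Ly6C+ monocytes Figures 3A, 3D, 5D and 5E hold more arrays than the 4 used here, in Figures 3A and 3D with Immgen arrays, and the paper adjusted its combined values with ComBat, so the panels compared below rest on other samples and values.

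The paper places DT-Ly6C+ monocytes further from precursor cells than both other monocyte groups, in a plot that also holds Immgen MDPs and monocytes. Here the distance is to cMoPs alone. The mean distances here had that order, but neither difference passed the exact permutation test (38.57, p = 0.0571, from PBS-Ly6C+; 15.12, p = 0.143, from Ly6C neg monocytes). Without DT A1 or PBS A1 the first did (exact permutation p = 0.0286, the smallest the test can give there). Without DT A1, however, the gap between PBS A1 and the other PBS arrays enters the difference through the series effect. With no removal of the series effect the first was 18.19 (exact permutation p = 0.143). DT-Ly6C+ monocytes then lay nearer to cMoPs than Ly6C neg monocytes did, by -7.843.

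Figures 3D and 5D show all their PBS arrays apart from the DT arrays. In the deposited values of 4 PBS arrays, PBS A1 lay nearer to the DT arrays of series B in 22 of 27 and in 12 of 12 genes of these panels.

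The paper states that DT-Ly6C+ monocytes express factors of monocyte differentiation more highly than the other populations of Figure 3B, of which MDPs were not used here. Of its 16 genes, 12 were higher than in PBS-Ly6C+ monocytes and 12 than in cMoPs. *Irf8* was called only against PBS-Ly6C+ monocytes and *Spi1* only against cMoPs. Most of the genes, but not all, were thus higher than in both. The part against PBS-Ly6C+ monocytes rests on the PBS arrays of series B, as PBS A1 lay nearer to the DT arrays of series B in 15 of the 16 genes. *Cebpa* did not pass against PBS-Ly6C+ monocytes (0.61, adjusted p = 0.0584), but did without PBS A1 or DT A1 (adjusted p = 0.00466), without dim genes, with array weights and in series B alone. Leaving out PBS A1 or DT A1 gives the same difference as series B alone, so these settings are not separate evidence.

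Figure 5E shows *Arg1* and *Egr2* higher in DT-Ly6C+ than in PBS-Ly6C+ monocytes, on its larger set of PBS arrays; with the 4 used here they differed by -0.04 (adjusted p = 0.892 from limma) and -0.04 (adjusted p = 0.975).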

Other observations

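DT-Ly6C+ monocytes expressed more genes of lipid handling and of lysosomes. Of 18 measured genes of cholesterol efflux and lipid transport 11 rose, 1 fell and 6 did not pass the test (13 rose and 2 fell when adjusted over the list alone, median 0.83, camera adjusted p = 3.73e-08, or adjusted p = 0.0503 with an estimated correlation). *Msr1*, a scavenger receptor, had a log2 level of 9.93 ± 0.16 (SD, n = 4) in DT-Ly6C+ monocytes, 5.83 ± 0.45 (SD, n = 3) in the PBS arrays of series B and 9.76 in PBS A1, and *Cd36*, a receptor of oxidized lipids, rose by 2.12 (standard error 0.47, adjusted p = 0.00729), whereas *Abca1*, a cholesterol exporter, fell by 0.97 (adjusted p = 0.00248 from limma). Of 24 lysosome and cathepsin genes 15 rose, 1 (*Cd63*) fell and 8 did not pass (16 rose and 2 fell over the list alone, camera adjusted p = 1.19e-08, or adjusted p = 0.0503 with an estimated correlation), with *Ctsh* (1.83), *Ctss* (1.37) and *Lgmn* (1.23) rising the most. Of 12 genes of MHC class II presentation 4 rose, 1 fell and 7 did not pass (8 rose and 1 fell over the list alone, camera adjusted p = 0.000228, or adjusted p = 0.116 with an estimated correlation), with the costimulatory genes *Cd40* (1.76) and *Cd80* (1.66) in front. Without PBS A1 12, 15 and 5 of these lists' genes rose. With PBS A1 as the only PBS array, a setting chosen after the data were seen, the medians were 0.2703, 0.1744 and 0.2597 and none of these 3 lists was called by camera (adjusted p = 0.434, 0.109 and 0.434). The PBS arrays of series B, against which these genes rose, also carried progenitor, neutrophil and T cell genes.

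Cytokine genes moved both ways without stimulation. Of 27 measured, 6 rose, 6 fell and 15 did not pass (6 rose and 8 fell over the list alone, camera adjusted p = 0.118). *Tnf*, whose product the paper measures after LPS, fell by 1.19 (standard error 0.33, adjusted p = 0.0258 from limma), with 8.71 ± 0.31 (SD, n = 4) in DT-Ly6C+ monocytes, 10.39 ± 0.19 (SD, n = 3) in the PBS arrays of series B and 8.42 in PBS A1. That call was lost without any 1 of the DT or PBS arrays of series B (adjusted p = 0.0711 to 0.0978). Without any 1 of these arrays 2 rose (3 without DT B3) and 3 fell, and without PBS A1 6 rose and 9 fell.

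The Ly6C neg arrays carried genes of other cells. Against PBS-Ly6C+ monocytes 6 of 12 B cell genes rose (10 over the list alone, camera adjusted p = 5.14e-14, or adjusted p = 0.0468 with an estimated correlation), such as *Cd79a* (3.00), 3 of 11 NK cell genes (8 over the list alone, camera adjusted p = 7.19e-12, or 0.0478), 5 of 7 plasma cell genes (5 over the list alone, camera adjusted p = 1.49e-07, or 0.0658) and 7 of 16 dendritic cell genes (9 over the list alone, camera adjusted p = 2.51e-14, or 0.00147), such as *Itgax*, which encodes CD11c (4.63). *Itgax* is also on the list of Ly6C neg monocyte markers, so its rise alone does not point to other cells. Of 12 MHC class II genes 9 rose too (12 over the list alone, camera adjusted p = 1.26e-27, or 0.00147). Without PBS A1 1 B cell, 2 NK cell, 4 plasma cell and 7 dendritic cell genes rose, without Ly6C neg Anew 10 B cell and 8 NK cell genes did, and without DT A1, Ly6C neg A2 or Ly6C neg Apool 3 plasma cell genes did.

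Sex-linked genes differed between the groups. *Xist*, which is expressed from the inactive X chromosome, had log2 values of 10.49 to 11.21 in the PBS-Ly6C+, DT-Ly6C+ and G-CSF-Ly6C+ arrays and of 4.69 to 5.32 in the Ly6C neg and cMoP arrays, and *Eif2s3y*, on the Y chromosome, 3.45 to 4.20 in the former and 7.74 to 8.74 in the latter. Comparisons of Ly6C+ with Ly6C neg monocytes or cMoPs are therefore also comparisons between animals that differ in these genes.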
